# Wnt/β-catenin signaling, which is activated in odontomas, reduces Sema3A expression to regulate odontogenic epithelial cell proliferation and tooth germ development

**DOI:** 10.1038/s41598-019-39686-1

**Published:** 2019-03-12

**Authors:** Shinsuke Fujii, Kengo Nagata, Shinji Matsumoto, Ken-ichi Kohashi, Akira Kikuchi, Yoshinao Oda, Tamotsu Kiyoshima, Naohisa Wada

## Abstract

Odontomas, developmental anomalies of tooth germ, frequently occur in familial adenomatous polyposis patients with activated Wnt/β-catenin signaling. However, roles of Wnt/β-catenin signaling in odontomas or odontogenic cells are unclear. Herein, we investigated β-catenin expression in odontomas and functions of Wnt/β-catenin signaling in tooth germ development. β-catenin frequently accumulated in nucleus and/or cellular cytoplasm of odontogenic epithelial cells in human odontoma specimens, immunohistochemically. Wnt/β-catenin signaling inhibited odontogenic epithelial cell proliferation in both cell line and tooth germ development, while inducing immature epithelial bud formation. We identified Semaphorin 3A (Sema3A) as a downstream molecule of Wnt/β-catenin signaling and showed that Wnt/β-catenin signaling-dependent reduction of Sema3A expression resulted in suppressed odontogenic epithelial cell proliferation. Sema3A expression is required in appropriate epithelial budding morphogenesis. These results suggest that Wnt/β-catenin signaling negatively regulates odontogenic epithelial cell proliferation and tooth germ development through decreased-Sema3A expression, and aberrant activation of Wnt/β-catenin signaling may associate with odontoma formation.

## Introduction

Odontomas are classified as odontogenic benign tumors, comprising odontogenic epithelium and odontogenic ectomesenchyme with disorganized dental hard tissue formation in the World Health Organization (WHO) Classification of Head and Neck Tumours^1^; these are thought to be developmental anomalies of tooth germ, such as hamartomas, rather than benign neoplasms. Odontomas are the most common odontogenic tumors, with an incidence of 0.24–1.24%^2^. Although several possible factors are shown to be involved in odontoma development (e.g., heredity, genetic mutations and trauma during primary dentition)^3^, definitive mechanisms in the induction of odontomas remain to be clarified. In particular, it remains unclear whether any growth factor signalings are involved in odontoma development to date.

Tooth formation is initiated by tooth germ development and involves continuous and sequential steps, which are regulated by reciprocal interactions between odontogenic epithelium and adjacent mesenchyme^4,5^. Signalings related to several growth factors, such as Wnt, bone morphogenetic protein (BMP), fibroblast growth factor (FGF) and sonic hedgehog (SHH), have been reported to be essential in its development^4,5^. In studies with genetically modified mice, Wnt signaling was revealed to be necessary and sufficient for tooth germ development^6–8^, but the underlying molecular mechanism for Wnt-regulated tooth germ development remains unclear.

Familial adenomatous polyposis (FAP) and Gardner’s syndrome, a phenotypic variant of FAP, are an autosomal dominant cancer predisposition syndrome caused by *adenomatous polyposis coli* (*APC*) gene mutation and the patients exhibit intestinal polyposis, resulting in malignant tumors^9–13^. Of note, dental anomalies, such as odontomas, are present in 30–75% of Gardner’s syndrome patients and 9.4-83.3% of patients with FAP^14,15^. Wnt signaling regulates two different pathways: the β-catenin pathway and the β-catenin-independent pathway. In the former pathway, APC organizes a multiprotein “destruction complex” that degrades β-catenin, and Wnt signaling induces gene expression through the inhibition of “destruction complex” and β-catenin stabilization^16^. Therefore, loss-of-function of APC found in FAP or Gardner’s syndrome leads to the activation of the β-catenin pathway for regulating gene expression, which may promote odontomas.

Consistent with other studies^6–8,17^, conditional gain-of-function of the β-catenin pathway in keratin14-positive odontogenic epithelium, even in postnatal mice, resulted in supernumerary teeth resembling odontomas, suggesting that ectopic activation of the β-catenin pathway in odontogenic epithelium might be involved in odontomas^18^. It was also reported that activation of the β-catenin pathway in SOX2-positive cells, which were thought to be odontogenic epithelial stem cells^19,20^, was involved in odontomas^21^. Although these studies revealed the importance of the β-catenin pathway in developmental anomalies such as odontomas, the precise function of the β-catenin pathway in odontogenic epithelial cells or in tooth germ development remains unclear. Herein, we investigated the activation of the β-catenin pathway in the remaining epithelial cells within human odontomas and the function of its pathway to control cellular growth through regulating gene expression in both odontogenic epithelial cells and tooth germ development.

## Results

### Expression of β-catenin in odontomas

To examine whether the β-catenin pathway is activated in odontomas, the expression pattern of β-catenin was investigated in the remaining odontogenic epithelial cells within human odontomas specimens by using immunohistochemical analyses. The areas stained with β-catenin were classified into two categories: nucleus and/or cellular cytoplasm (nucleus/cytoplasm) or cell membrane (Fig. 1). The results were considered positive and categorized in above classification when >50% of the total epithelial cells showed a similar pattern within a single specimen. In cases of human odontomas, β-catenin had accumulated in the nucleus/cytoplasm of odontogenic epithelial cells in 15/21 (71.4%) cases and in the cell membrane of odontogenic epithelial cells in 6/21 (28.6%) cases. In contrast, β-catenin was detected in the cell membrane of squamous cells of the oral non-tumorous stratified squamous cell region in 9/9 (100%) cases and in the odontogenic epithelial cells of ameloblastomas in 6/6 (100%) cases, suggesting that the β-catenin pathway is specifically activated in odontomas. In odontomas, odontogenic epithelial cells were found in islet or cord forms within immature connective tissue. β-catenin was more frequently accumulated in the nucleus/cytoplasm in islets of remaining odontogenic epithelial cells than in cords (Fig. S1a and Table 1), indicating that the β-catenin pathway in the remaining odontogenic epithelial cells is likely to be activated in the islet form. In addition, odontomas are subdivided into compound or complex type^1^, and positive rates of β-catenin staining were not significantly different between the types (Table 2). To elucidate whether the activation of the β-catenin pathway was associated with genetic mutations of the *CTNNB1* (β*-catenin*) gene or the *adenomatous polyposis coli* (*APC*) gene, genomic DNA from the two odontoma specimens with accumulation of β-catenin in nucleus/cytoplasm pattern (Fig. 1, left panels and Fig. S1b, left panels) was subjected to direct sequencing of exon 3 of the *CTNNB1* gene, or of exon 15 (from codons 1274 to 1523) of the *APC* gene. However, no mutations of *CTNNB1* (Fig. S1b, right panel) or *APC* (data not shown) were detectable in either of these specimens, suggesting that the activation of the β-catenin pathway might not depend on genetic mutations in these two odontomas.

**Figure 1:**
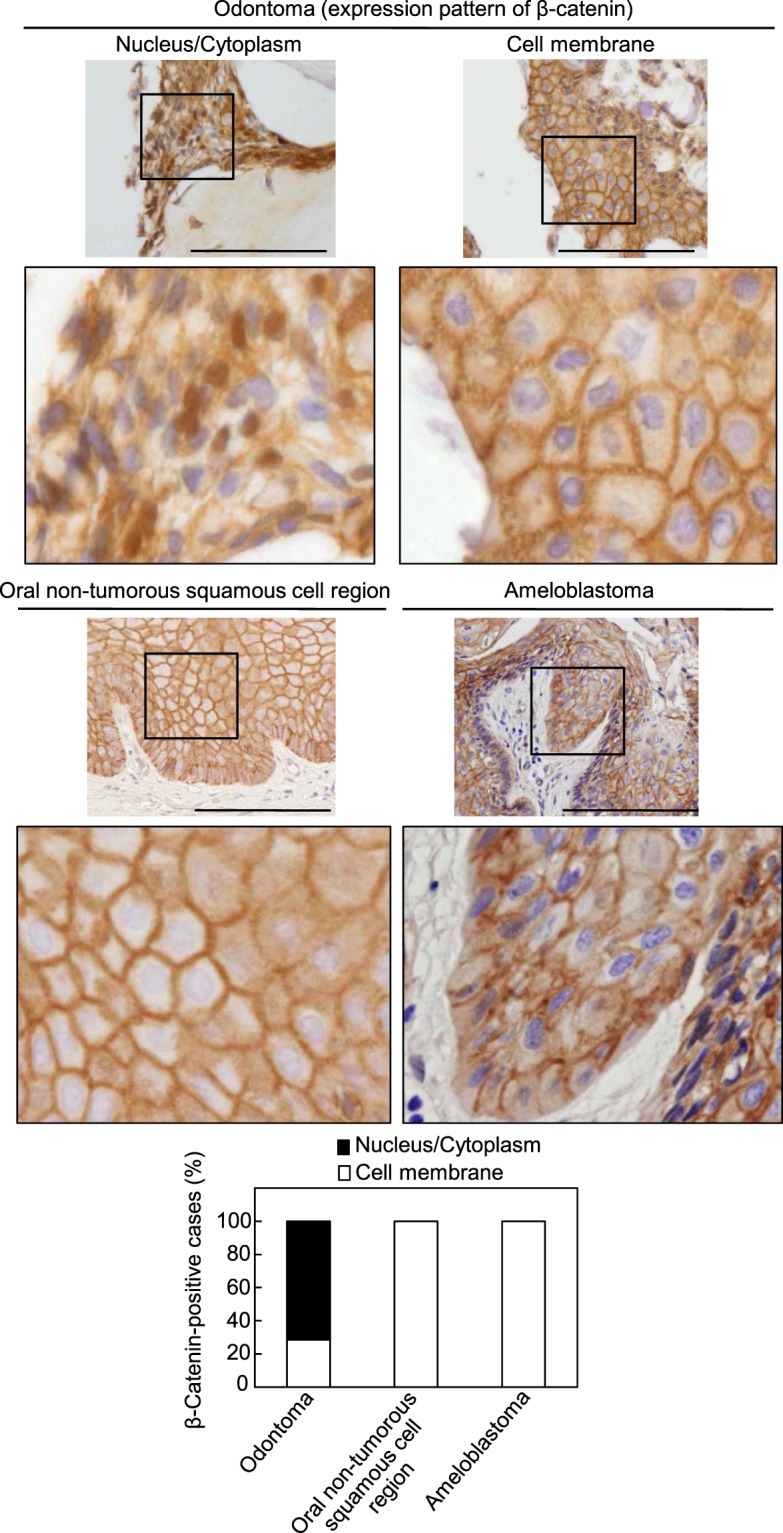
Expression of β-catenin in the remaining epithelial cells within human odontomas. Odontoma tissues (*n* = 21), oral non-tumorous stratified squamous cell regions (*n* = 9) and ameloblastomas (*n* = 6) were stained with anti-β-catenin antibody and hematoxylin. The areas stained with β-catenin were classified into two categories: nucleus and/or cellular cytoplasm (nucleus/cytoplasm) or cell membrane. Percentages of β-catenin-positive cases in each category of the odontomas, oral non-tumorous stratified squamous cell regions and ameloblastomas are shown in the lower panel. Black boxes show enlarged images. Scale bars: 100 μm.

**Table 1:** Relationship between β-catenin expression and epithelial patterns in cases of human odontoma (n = 21).

β-Catenin expression			
	Nucleus + Nucleus/Cytoplasm	Cell membrane	*P* value
Epithelial patterns			
Islets	12 (85.7%)	2	0.0404
Cords	3 (42.9%)	4

**Table 2:** Relationship between β-catenin expression and classification of human odontoma (n = 21).

β-Catenin expression			
	Nucleus + Nucleus/Cytoplasm	Cell membrane	*P* value
Classification of odontomas			
Compound	12 (80%)	3	0.1692
Complex	3 (50%)	3	

### Sema3A is a downstream molecule of the β-catenin signaling in odontogenic epithelial cells

β-catenin has been reported to be accumulated in the tooth germ enamel knot region, a signaling center in which several growth factor signaling pathways are activated; this region is known to regulate the growth and differentiation of the enamel organ^18,22^. Consistent with these reports, immunohistochemical analysis revealed accumulation of β-catenin and expression of lymphoid enhancer binding factor 1 (Lef1, a target gene of the Wnt/β-catenin pathway) in the tooth germ enamel knot regions in mouse at E15; Ki-67 was not detectable (Figs 2a and S2a). These results indicated that the β-catenin pathway is specifically activated in the enamel knot region to regulate the proliferation of enamel knot epithelial cells negatively.

**Figure 2:**
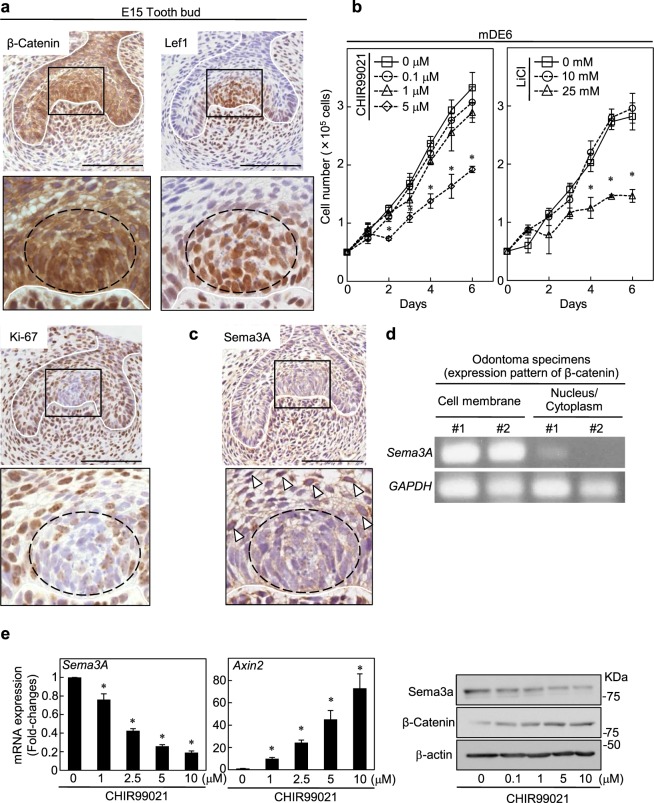
Sema3A is a downstream molecule of the β-catenin signaling in odontogenic epithelial cells. (**a**) Tissue sections of mouse tooth germ at E15 were stained with anti-β-catenin (upper left panels), anti-Lef1 (upper right panels) or anti-Ki-67antibody (lower panels) and hematoxylin. Black boxes show enlarged images. Dotted lines and white lines indicate the enamel knot region and the border between odontogenic epithelium and mesenchyme, respectively. (**b**) mDE6 cells were cultured without or with 0.1, 1 and 5 μM CHIR99021 or with 10 and 25 mM LiCl in the presence of 2% serum for the indicated numbers of days, and cell numbers were counted. (**c**) Tissue sections of mouse tooth germ at E15 were stained with anti-Sema3A and hematoxylin. Black boxe shows an enlarged image. Arrowheads indicate Sema3A-positive cells. Dotted line and white line indicate the enamel knot region and the border between odontogenic epithelium and mesenchyme, respectively. (**d**) Purified RNAs from human odontoma specimens were subjected to PCR and the products were loaded on agarose gel. (**e**) Expression levels of *Sema3A* or *Axin2* mRNA in mDE6 cells, which were cultured without or with 1, 2.5, 5 and 10 μM CHIR99021 for 24 h, were measured and expressed as fold-changes compared with levels in control cells (left two graphs). mDE6 cells were cultured without or with 0.1, 1, 5 and 10 μM CHIR99021 for 24 h, and then cell lysates were probed with anti-Sema3A, anti-β-catenin or anti-β-actin antibody (right panel). Results are shown as means ± s.d. of three independent experiments. *p < 0.01. Scale bars: 100 μm (**a**,**c**).

To examine the roles of the β-catenin pathway in odontogenic epithelial cells, mDE6 (mouse odontogenic epithelial cells) were treated with the GSK-3 inhibitor, CHIR99021 or LiCl, which is an activator of the β-catenin pathway^23,24^. Both CHIR99021 and LiCl suppressed mDE6 cell proliferation capability in a dose-dependent manner (Fig. 2b), suggesting that the β-catenin pathway might function as a negative regulator of odontogenic epithelial cellular growth. Consistently, CHIR99021 treatment did not induced *cyclin D1* mRNA expression (Fig. S2b), which is a target gene of the β-catenin pathway to induce cellular proliferation capability, indicating that other β-catenin pathway target genes may regulate cellular proliferation. 

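The microarray experiment used mDE6 cells, which the paper describes as mouse odontogenic epithelial cells. Their total RNA was amplified, labelled with the single dye Cy3 and hybridised to Agilent gene expression arrays. CHIR99021 inhibits GSK-3 and thereby activates the β-catenin pathway. There was 1 array of control cells and 1 array of CHIR99021-treated cells, both at 6 h, so the number of arrays limits the precision and no difference between the conditions has a replicate check. The paper gives the dose as 5 μM and the control as untreated, whereas the sample labels give 5 mM and a vehicle control with DMSO (read as 0.1%). The Methods name a human array, and the header of the deposited files names mouse genome build mm9 and a mouse array design. Both arrays lay side by side on the same slide, so that array position and condition cannot be told apart. The authors deposited the intensity of each spot as quantified with Feature Extraction, with background subtracted but without normalization between arrays, and separately a table of normalized intensities. Each array held 59305 spots of 56605 distinct probes besides its control spots. Of these spots, 29562 (49.8%) were well above background on the control array and 28636 (48.3%) on the CHIR99021 array, and none was saturated. For the values given here, the log2 intensity was set relative to the 75th percentile of its array, which was 486.7 for the control and 469.17 for CHIR99021. Probes well above background on at least 1 array were kept, which left 28066 probes. The Z-score was the log2 ratio minus the mean, divided by the SD, of the 500 probes closest in mean signal, because the paper's text does not define it. For a gene with several probes, the probe with the highest mean signal was used. Where a probe was not well above background on 1 array, the ratio was only a limit, computed against the higher of its own signal and the lowest signal among probes well above background on that array. The criteria were applied to the ratio as computed, without this limit. Among 282 probes printed 10 times and well above background at every spot, the SD of the log2 ratio within the arrays had a median of 0.03, which covers spot-to-spot error only. Large changes were unevenly placed on the arrays. Of the 1277 probes whose computed ratio differed by more than 4-fold, 92.9% lay in the later rows, past the middle row of the array, which held 51.6% of the tested probes, and 1182 of them were well above background on only 1 array. With limits in place of those ratios, 590 probes differed by more than 4-fold, and 96.1% of them lay in the later rows, as did 90.5% of the 95 measured on both arrays.

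**Figure D1:**
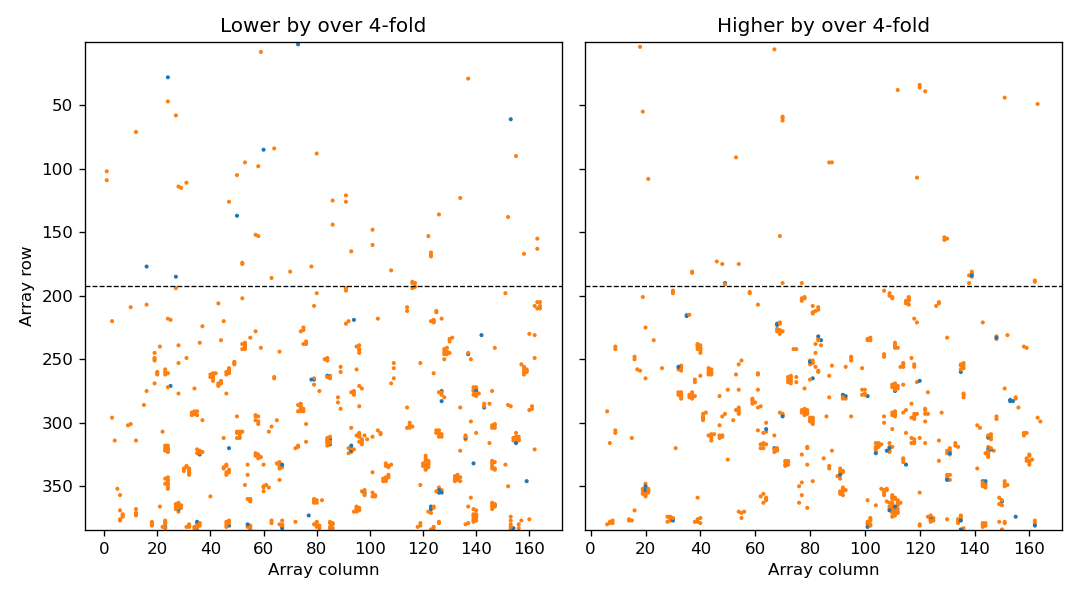
Position on the array (row against column) of each tested probe whose computed ratio was lower (left) or higher (right) by more than 4-fold after CHIR99021. Orange points were well above background on 1 array only, blue points on both, and the dashed line separates the earlier from the later rows, where 92.9% of the 1277 points lie, many of them in clumps.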

To detect target genes mediating antiproliferative effect of the β-catenin pathway, DNA microarray analysis of mDE6 cells with 6 h stimulation of CHIR99021 was performed. Candidate genes were selected based on the criterion that their expression levels were lower in cells treated with CHIR99021 than in the control cells. In addition, functional annotation clustering was carried out by using the DAVID database (http://david.abcc.ncifcrf.gov/). 

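With a ratio of at most 0.66 and a Z-score of at most -2.0, 763 of the 28066 tested probes, carrying 709 gene names, were lower in CHIR99021-treated than in control cells. The Methods print the Z-score criterion without a sign, and it was read here as negative. On both arrays 519 of the 763 probes were well above background. The other 244 were not well above background after CHIR99021, and each was also at or under a ratio of 0.66 at its limit, while their Z-scores rest on the computed ratios. With low signals raised to the floor before the Z-score was taken, 727 probes met the criteria, 710 of them among the 763. Of the 763 probes, 68.7% lay in the later rows of the array, and of the 519 probes measured on both arrays 54.9% did. Leaving out the Z-score moved the count most, to 2717 probes. The median and MAD in its place gave 1369 probes, and a single mean and SD over all probes gave 708, of which 303 were among the 763. In simulated arrays, 200 probes were lowered to a ratio of 0.3 under normal noise with the measured MAD. The criteria recovered 89.5% of them and also called 371 of the unchanged probes lower. The simulation lacked the clumped extreme ratios that widen the SD in the data, so recovery of dim probes may be lower there. Bmp5, with a computed ratio of 0.0634, had a Z-score of -1.66 and was not called.

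**Figure D2:**
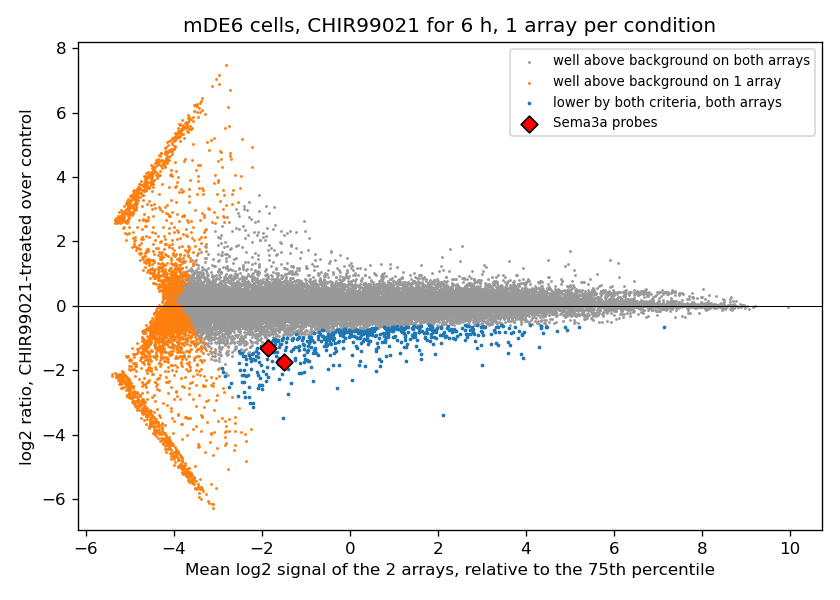
Log2 ratio of CHIR99021-treated over control cells against the mean log2 signal for the 28066 tested probes. Grey points were well above background on both arrays and orange points on 1 array; blue points are the 519 probes measured on both arrays that met both criteria, and red diamonds are the Sema3a probes at log2 ratios of -1.76 and -1.31.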

Among possible candidate genes, Semaphorin 3A (Sema3A), which belongs to the semaphorin family, was selected for further analysis. Sema3A expression was clearly decreased in DNA microarray data and the DAVID database revealed that Sema3A was a member of several clusters, such as developmental protein, multicellular organism and differentiation (Table S1). 

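The array carried 3 probes for Sema3a, all on chromosome 5 in mm9; the files name the gene but not the exon. The probe with the highest signal, A_66_P132673, lies at 13602449 to 13602508 and has the sequence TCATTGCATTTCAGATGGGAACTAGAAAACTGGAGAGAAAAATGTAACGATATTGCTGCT. Its signal was 317 in control cells and 90.4 in CHIR99021-treated cells before scaling. After scaling, the ratio was 0.296, a log2 ratio of -1.76 with a Z-score of -3.58, and it was the 44th lowest among 419 genes that met the criteria and were measured on both arrays. The second probe, A_55_P2808791, at 13600898 to 13600957, fell from 211 to 82.1, a ratio of 0.403 with a Z-score of -2.39. The third, A_55_P2738042, at 13524613 to 13524672, was not well above background on either array. Both falls were larger than the spot-to-spot SD, but neither has a replicate check. Both responding probes lie in the later rows of the array (rows 365 and 374). The first has 6 probes within 3 rows and columns that were well above background on the control array only and fell by more than 4-fold on the computed ratio. Background correction by normexp moved the ratio most, to 0.436. With a single mean and SD over all probes in the Z-score, the first probe falls just short of the limit of -2.0. Among the clusters of Table S1, developmental protein held 40 genes, of which 32 met the criteria here; multicellular organism held 42, of which 34 did; and differentiation held 21, of which 17 did. Sema3a is in these 3 clusters. The clusters were drawn from genes lower on these same arrays, so the counts are no independent check. The paper names its decrease on the array and its place in these clusters where it selects Sema3A for further analysis. Before turning to its function, the paper also cites glioma and glioblastoma reports, enamel knot staining and odontoma mRNA. It then reports lower Sema3A mRNA by quantitative RT-PCR, and lower protein, in CHIR99021-treated mDE6 cells.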

Sema3A was not a member of the cluster of regulation of cell growth; however it was recently reported that Sema3A is involved in cell proliferation in both glioma and glioblastoma cells^25,26^. 

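The cluster of regulation of cell growth held 8 genes, and all of them met both criteria at probes well above background on both arrays. Ctgf had the lowest ratio at 0.280, followed by Sgk1 at 0.356. The ratio was 0.515 for Ddr1, 0.526 for Wisp2 and 0.531 for Nanos1. Crim1 at 0.610, Pttg1 at 0.617 and Cyr61 at 0.631 lay closest to the ratio criterion of 0.66. The signal of Ctgf was 7390 in control cells and 2000 in CHIR99021-treated cells before scaling. These differences come from 1 array per condition, and the cluster was drawn from genes lower on these same arrays.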

While crosstalk between Sema3A signaling and the β-catenin pathway has been shown in osteoblasts^27^, the function of Sema3A in odontogenic epithelial cells is not yet understood. It is noteworthy that Sema3A expression was suppressed specifically in enamel knot region (Fig. 2c), where the β-catenin pathway is activated, immunohistochemically. Both Sema3A and Ki-67 were co-expressed in stellate reticulum cells around the enamel knot (Fig. 2a,c). Stellate reticulum cells are likely to act as a cushion against physical forces during tooth development^28^ and enamel epithelial stem cell-like cells are included in them^29^. Moreover, *Sema3A* mRNA expression was lower in specimens which β-catenin was accumulated in the nucleus/cytoplasm than in those with β-catenin-accumulated cell membrane (Fig. 2d). Therefore, in the following study, the expression mechanism and function of Sema3A was examined.

Quantitative RT-PCR demonstrated that mDE6 cells showed higher expression of *Sema3A* mRNA than mouse odontogenic mesenchymal cells (mDP)^30^, but lower expression than tooth germ at embryonic day (E) 15 (Fig. S2c). Consistent with DNA microarray analysis, we confirmed that CHIR99021 dramatically reduced Sema3A mRNA and protein levels, but promoted *Axin2* (a direct target gene of the Wnt/β-catenin pathway) mRNA expression or the accumulation of β-catenin in a dose-dependent manner in mDE6 cells (Fig. 2e). Concomitantly, stimulation of mDE6 cells with Wnt3a or LiCl resulted in similar effects on their gene expression (Fig. S2d). In addition, immunofluorescence data revealed that β-catenin was accumulated in the nucleus and that cytoplasmic Sema3A expression was reduced by CHIR99021 treatment in mDE6 cells (Fig. S2e). These results indicate that Sema3A is a possible downstream gene of Wnt/β-catenin signaling.

### Activation of the β-catenin pathway suppresses the proliferation of odontogenic epithelial cells through a decrease of Sema3A expression

Lentivial transduction with Sema3A rescued the CHIR99021-dependent reduction of Sema3A protein expression (Fig. 3a). Meanwhile, in mDE6 expressing cells mock or Sema3A, CHIR99021 decreased endogeneous *Sema3A* mRNA expression using primers encoding 3′-UTR (untranslated region) (Fig. 3a). Exogenous Sema3A expression did not affect CHIR99021-dependent cytoplasmic accumulation and nuclear translocation of β-catenin, but decreased *Axin2* mRNA expression (Fig. S3a,b). Importantly, exogenous Sema3A expression rescued the CHIR99021-dependent inhibitory effect on cellular growth (Fig. 3b). These results suggest that the activation of the β-catenin pathway results in the suppression of Sema3A expression to regulate odontogenic epithelial cell proliferation.

**Figure 3:**
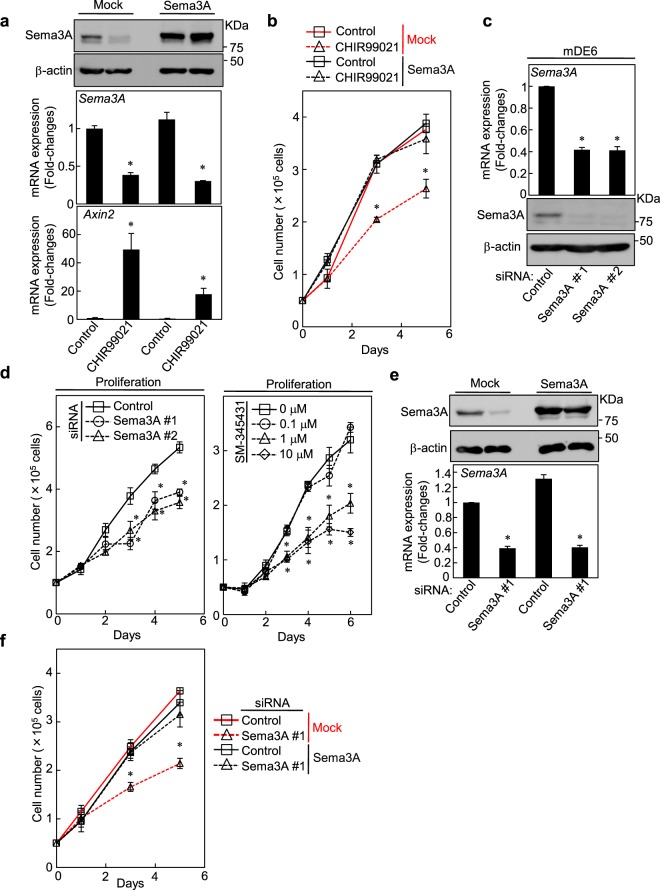
Activation of the β-catenin pathway suppresses the proliferation of odontogenic epithelial cells through a decrease of Sema3A expression. (**a**) mDE6 cells expressing mock or Sema3A were cultured without or with 5 μM CHIR99021 for 24 h. Cell lysates were probed with anti-Sema3A and anti-β-actin antibodies. *Sema3A* or *Axin2* mRNA levels were measured by quantitative RT-PCR using primers encoding the 3′-UTR (for *Sema3A*). Relative *Sema3A* or *Axin2* mRNA expression levels were normalized by *GAPDH* and expressed as fold-changes compared with levels in control mock cells. (**b**) mDE6 cells expressing mock or Sema3A were cultured without or with 5 μM CHIR99021 in the presence of 2% serum for the indicated numbers of days, and cell numbers were counted. (**c**) mDE6 cells were transfected with control or two independent Sema3A siRNAs, and *Sema3A* mRNA levels were measured by quantitative RT-PCR. Relative *Sema3A* mRNA levels were normalized by *GAPDH* and expressed as fold-changes compared with levels in control siRNA transfected cells. Cell lysates were probed with anti-Sema3A and anti-β-actin antibodies. (**d**) mDE6 cells were transfected with control or two independent Sema3A siRNAs (left panel), or were cultured without or with 0.1, 1 and 10 μM SM-345431 (right panel) in the presence of 2% serum for the indicated numbers of days, and cell numbers were counted. (**e**,**f**) mDE6 cells expressing mock or Sema3A were transfected with control or Sema3A #1 siRNA. (**e**) Cell lysates were probed with anti-Sema3A and anti-β-actin antibodies. *Sema3A* mRNA levels were measured by quantitative RT-PCR using primers encoding the 3′-UTR. Relative *Sema3A* mRNA levels were normalized by *GAPDH* and expressed as fold-changes compared with levels in control siRNA transfected mock cells. (**f**) The cells were cultured in the presence of 2% serum for the indicated numbers of days, and cell numbers were counted. Results are shown as means ± s.d. of three independent experiments. *p < 0.01.

To elucidate the roles of Sema3A in mDE6 cells, Sema3A was knocked down by two different siRNAs (Fig. 3c). Sema3A knock down did not affect activation of AKT (S473) and ERK1/2 (T202/Y204), while increasing *Axin2* mRNA levels slightly, but significantly (Fig. S3c). Sema3A knockdown decreased proliferation and migration of mDE6 cells (Fig. 3d, left and Figure. S3d); SM-345431, which functions as a Sema3A inhibitor through diminishing Sema3A binding to its receptor neuropilin-1^31^, also reduced mDE6 cell proliferation (Fig. 3d, right). These results suggest that endogenous Sema3A-neuropilin-1 signaling regulates cell proliferation. To further examine the roles of Sema3A, mDE6 cells expressing mock or Sema3A were transfected with control or Sema3A #1 siRNA. Lentivial transduction with Sema3A rescued siRNA-dependent reduction of Sema3A protein expression (Fig. 3e). As we used siRNAs that target the 3′-UTR (see Table S2), they did not decrease the amount of exogenously expressed Sema3A in the cells. The effect of Sema3A #1 siRNA was confirmed by quantitative RT-PCR, which showed that endogenous *Sema3A* mRNA levels were indeed decreased by Sema3A #1 siRNA using primers encoding 3′-UTR (Fig. 3e). Cells expressing Sema3A showed the similar proliferation capability to control cells expressing mock (Fig. 3f), indicating that endogenous Sema3A is sufficient for regulating the proliferative ability of mDE6 cells. Meanwhile, in both of cell proliferation assay and migration assay, exogenous Sema3A expression rescued the Sema3A-knockdown phenotypes of mDE6 cells, excluding siRNA off target effects (Figs 3f and S3e). These results suggest that Sema3A expression is involved in the proliferation and migration of odontogenic epithelial cells.

### Wnt signaling decreased Sema3A expression through the Wnt/β-catenin-Lef1 pathway

We examined the molecular mechanism by which CHIR99021 decreased Sema3A expression. Knockdown of β-catenin rescued CHIR99021-dependent down-regulation of Sema3A mRNA and protein expression, indicating that β-catenin is involved in its mechanism (Figs 4a and S4a). Treatment of mDE6 cells with CHIR99021 for 6, 12 and 24 h significantly decreased *Sema3A* mRNA expression; however, 3 h treatment did not, although *Axin2* mRNA expression was significantly higher than control even in 3 h treatment (Fig. 4b). Furthermore, treatment of the cells with cycloheximide (CHX), which inhibits protein synthesis, reversed CHIR99021-dependent down-regulation of *Sema3A* mRNA expression (Fig. 4c), suggesting that CHIR99021-dependent reduction of Sema3A expression is a result of protein synthesis. Lef1 transcription factor is a downstream target gene of the Wnt/β-catenin pathway^32,33^ and participates in the Wnt signaling pathway through the activation of target genes expression by binding to β-catenin^34^. Meanwhile, it is noteworthy that Lef1 also functions as a transcription repressor in osteoblasts, breast cancer cells and in leukemia cells through interactions with histone deacetylase-1 (HDAC-1)^35–37^. CHIR99021 treatment increased Lef1 mRNA and protein levels through β-catenin expression (Fig. S4b), and siRNA against Lef1 rescued CHIR99021-dependent down-regulation of Sema3A mRNA and protein expression (Figs 4d and S4c). In addition, treatment with trichostatin A (TSA), an HDAC inhibitor, partially rescued CHIR99021-dependent down-regulation of Sema3A mRNA and protein expression (Fig. 4e), indicating that histone modification might be involved in its mechanism. These data suggest that Wnt/β-catenin signaling induces Lef1 expression, thereby decreasing Sema3A expression in odontogenic epithelial cells.

**Figure 4:**
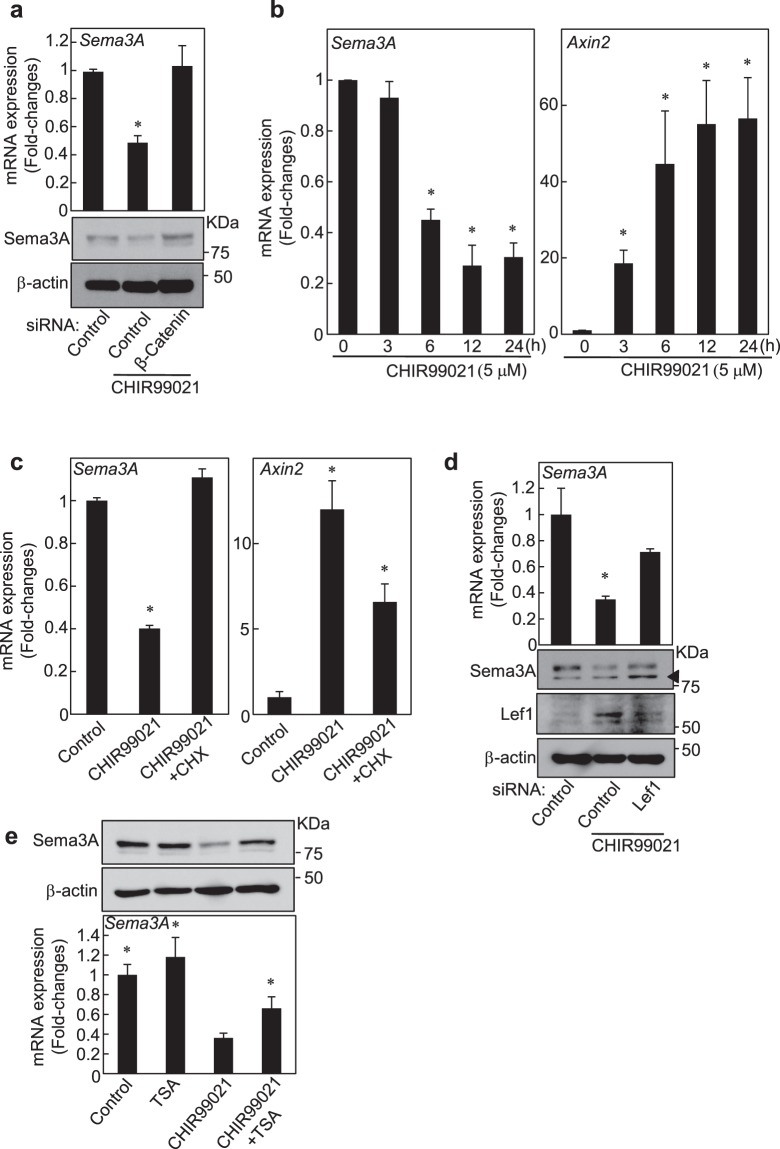
Wnt/β-catenin-Lef1 signaling downregulates Sema3A in odontogenic epithelial cells. (**a**) mDE6 cells were transfected with control or β-catenin siRNA, and then were cultured with 5 μM CHIR99021 for last 12 h. Relative *Sema3A* mRNA levels were normalized by *GAPDH* and expressed as fold-changes compared with levels in control siRNA transfected cells. Cell lysates were probed with anti-Sema3A and anti-β-actin antibodies. (**b**) Levels of *Sema3A* or *Axin2* mRNA in mDE6 cells, which were cultured with 5 μM CHIR99021 for 0, 3, 6, 12 or 24 h, were measured and expressed as fold-changes compared with levels in control cells. (**c**) mDE6 cells were untreated or treated with 5 μM CHIR99021 or a combination of 5 μM CHIR99021 and 0.1 μg/ml cycloheximide (CHX), and then *Sema3A* or *Axin2* mRNA expression was measured and expressed as fold-changes compared with levels in control cells. (**d**) mDE6 cells were transfected with control or Lef1 siRNA, and then were cultured with 10 μM CHIR99021 for last 12 h. Relative *Sema3A* mRNA levels were normalized by *GAPDH* and expressed as fold-changes compared with levels in control siRNA transfected cells. Cell lysates were probed with anti-Sema3A, anti-Lef1 or anti-β-actin antibody. Arrowhead indicates non-specific band. (**e**) mDE6 cells were treated without or with 5 μM CHIR99021 or a combination of 0.1 μM trichostatin A (TSA), and then *Sema3A* mRNA expression was measured and expressed as fold-changes compared with levels in CHIR99021-treated cells. Cell lysates were probed with anti-Sema3A and anti-β-actin antibodies. Results are shown as means ± s.d. of three independent experiments. *p < 0.01.

### Activation of Wnt signaling disrupted tooth germ development through a decrease of Sema3A expression

Finally, we evaluated the involvement of the Wnt/β-catenin-Sema3A axis in tooth germ development by using organ culture of tooth germ rudiments of E15 mouse embryos. Since E15 corresponds to late cap stage of mouse tooth germ development^38^, this organ culture is expected to mimic the developmental process from late cap stage to following developmental steps. In rudiments treated with CHIR99021 for 3 days, mRNA level of *Sema3A* was reduced, while mRNA level of *Axin2* was elevated in a dose-dependent manner (Fig. 5a). At day 7, control rudiments demonstrated thin matrix layers, which were interfaces between polarized ameloblasts and odontoblasts (Fig. 5b). In addition, Ki-67-positive cells were frequently observed in the cervical loops, mimicking tooth germ development *in vivo*^39^ (Fig. 5b). In rudiments treated with CHIR99021 for 7 days, the number of the proliferating epithelial cells, which were positive for both Ki-67 and E-cadherin, was decreased in a dose-dependent manner (Fig. 5c). Stimulation with Sema3A revealed a similar proliferation capability to control rudiments. Importantly, a 1 μM CHIR99021-dependent reduction of the number of proliferating epithelial cells was rescued by Sema3A stimulation (Figs 5c and S5). Furthermore, in the rudiments treated with SM-345431, the numbers of Ki-67-positive epithelial cells were clearly decreased (Fig. 5d).

**Figure 5:**
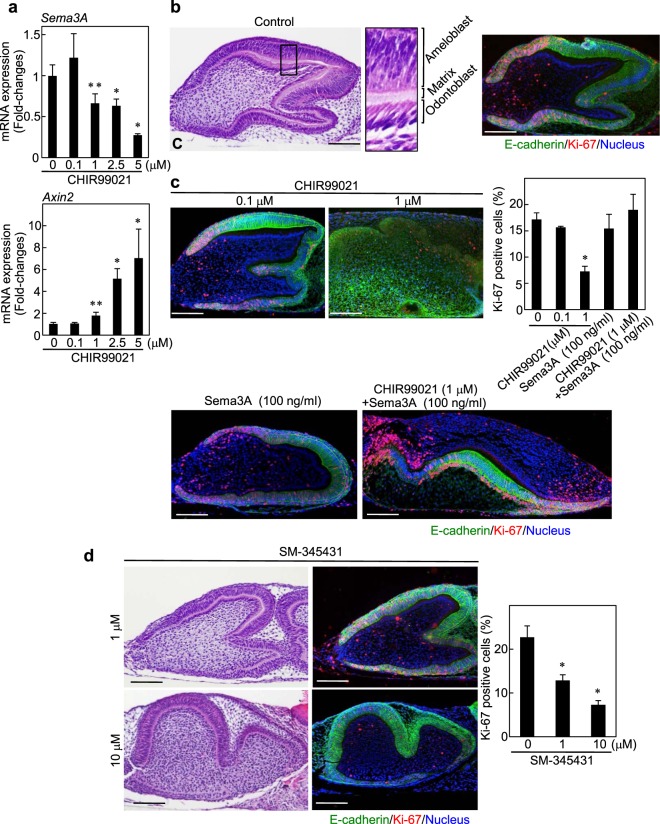
Wnt/β-catenin-Sema3A axis regulates epithelial cell proliferation in tooth germ development. (**a**) Levels of *Sema3A* or *Axin2* mRNA in tooth germ rudiments, which were treated without or with 0.1, 1, 2.5 and 5 μM CHIR99021 for 72 h, were measured and expressed as fold-changes compared with levels in control rudiments. (**b**) E15 tooth germ rudiments were cultured for 7 days, and then the rudiments were stained with hematoxylin and eosin (H&E). The rudiments were also stained with anti-E-cadherin and anti-Ki-67 antibodies, and Hoechst 33342. Black box shows an enlarged image. (**c**) Tooth germ rudiments were treated without or with 0.1 and 1 μM CHIR99021, 100 ng/ml Sema3A or 1 μM CHIR99021 with 100 ng/ml Sema3A for 7 days, and then the rudiments were stained with anti-E-cadherin and anti-Ki-67 antibodies, and Hoechst 33342. Ki-67-positive cells were counted, and results are expressed as the percentage of positively stained cells compared with total E-cadherin-stained cells (*n* = 19,196). (**d**) Tooth germ rudiments were cultured with 1 or 10 μM SM-345431 for 7 days, and then the rudiments were stained with H&E. The rudiments were also stained with anti-E-cadherin and anti-Ki-67 antibodies, and Hoechst 33342. Ki-67-positive cells were counted, and results are expressed as the percentage of positively stained cells compared with total E-cadherin-stained cells (*n* = 9,001). Results are shown as means ± s.d. of three independent experiments. *p < 0.01. **p < 0.05. Scale bars: 100 μm.

To elucidate the involvement of the Wnt/β-catenin-Sema3A axis in tooth germ epithelial development, we established a mesenchyme-free epithelial tooth bud culture system from tooth germ rudiments of E15 mouse embryos. In this system, epithelial tooth buds underwent budding morphogenesis and distal time-dependent protruded epithelia were defined as “buds” in morphological (Fig. 6a). In the epithelial tooth buds treated with CHIR99021 for 3 days, mRNA expression of *Sema3A* was reduced, while mRNA expression of *Axin2* was elevated; these observations were consistent with our findings in tooth germ rudiments (Fig. 6b). At day 7, CHIR99021 treatment increased the number of buds, while reducing the number of the proliferating epithelial cells and each epithelial bud area, indicating that the induction of bud formation may not be a result of cell proliferation (Fig. 6c). In addition, SM-345431 treatment induced bud formation, while reducing the number of Ki-67-positive epithelial cells and each epithelial bud area (Fig. 6c). These data indicated that the activation of the β-catenin pathway suppresses Sema3A expression and epithelial cell proliferation, thereby leading to the induction of multiple bud structures and disruption of tooth germ development.

**Figure 6:**
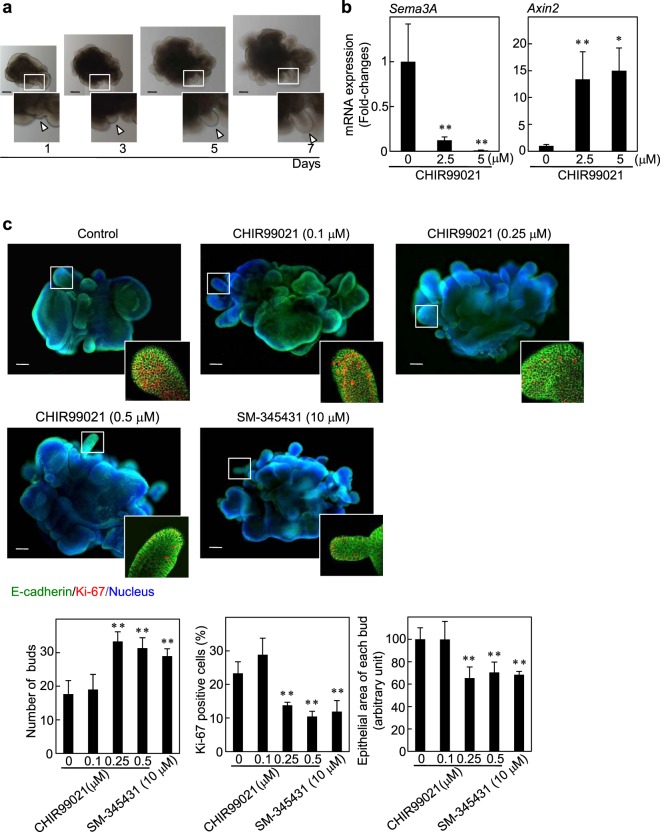
Involvement of Wnt/β-catenin-Sema3A axis in epithelial tooth bud culture. (**a**) Epithelial tooth buds isolated from E15 were cultured with FGF1 for 7 days in three-dimensional Matrigel. White boxes show enlarged images. Arrowheads indicate distal time-dependent protruded epithelia defined as “buds” in morphological. (**b**) Levels of *Sema3A* or *Axin2* mRNA in epithelial tooth buds, which were treated without or with 2.5 and 5 μM CHIR99021 for 72 h, were measured and expressed as fold-changes compared with levels in control epithelial tooth buds. (**c**) Epithelial tooth buds were cultured without or with 0.1, 0.25 and 0.5 μM CHIR99021 or 10 μM SM-345431 for 7 days, and then the epithelial tooth buds were stained with anti-E-cadherin and anti-Ki-67 antibodies, and Hoechst 33342. White boxes show enlarged images. The numbers of epithelial buds were counted (left graph). Ki-67-positive cells were counted, and results are expressed as the percentage of positively stained cells compared with total E-cadherin-stained cells (*n* = 3,909) (middle graph). The epithelial area of each bud was counted (right graph). Results are shown as means ± s.d. of three independent experiments. *p < 0.01. **p < 0.05. Scale bars: 100 μm.

## Discussion

In this study, we demonstrated that β-catenin was accumulated in the nucleus/cytoplasm in 70% of the remaining odontogenic epithelial cells in human odontoma. We also found that the β-catenin pathway negatively regulates cellular growth through reduced Sema3A expression in odontogenic epithelial cells and its involvement in tooth germ development and in the immature epithelial tooth bud formation.

The mammalian tooth germ develops through the following four stages: the initiation, morphogenesis, cell differentiation and matrix secretion. Numerous signaling pathways are involved in the tooth germ developmental processes^5,40^. In the morphogenesis stage, the β-catenin pathway is spatiotemporally activated in the enamel knot region of tooth germ (see Fig. 2a); this region involves non-proliferative cells and regulates complex tooth shape development, such as grooves and tooth cusps^18,22^. Loss of FGF signaling due to reduced expression of FGF receptor and BMP-4 induced expression of cyclin-dependent kinase inhibitor p21 have been reported to be involved in the reduction of proliferative capabilities in enamel knot^38,41^. Based on our data, the Wnt/β-catenin pathway-dependent reduction of Sema3A expression might also be involved in the suppression of cell proliferation in the region, leading to proper tooth shape development.

Although odontomas are thought to be developmental anomalies of tooth germ, it is unclear whether Wnt/β-catenin signaling is involved in the etiology of odontomas. In the present study, β-catenin was expressed in the nucleus/cytoplasm with high frequencies in the remaining odontogenic epithelium of human sporadic odontoma specimens. Ectopic activation of the β-catenin pathway in the odontogenic epithelium of genetically modified mice resulted in an increase in the number of *shh*-positive-enamel knot regions, leading to the formation of well-mineralized but disorganized morphological supernumerary teeth resembling odontomas^18^. These data supports our immunohistochemical results in odontomas.

Genetic mutations of the *APC* or *Ctnnb1* gene were not detected in at least two current cases and the median age of the patients was 11 years old (see Methods); therefore, it is possible that another mechanism of β-catenin accumulation without genetic mutations may be present in odontomas.

To our knowledge, we have developed the first mesenchyme-free epithelial tooth bud culture system, similar to organoids of other organs, such as small intestine, kidney, salivary gland and lung^23,42–44^. Thickened epithelial tissue invaginates into underlying mesenchymal tissue during the initiation stage of tooth germ development; tooth morphogenesis then proceeds through sequential stages, such as bud, cap and bell stages^4,5^. It is intriguing to speculate that our system could be a model of the invagination and transition from bud, cap to bell stage. Importantly, the current epithelial tooth bud culture system revealed that the Wnt/β-catenin-Sema3A axis is involved in bud formation, and that the Wnt/β-catenin-Sema3A-dependent bud formation might be associated with disorganized tooth morphogenesis. Abnormal tooth germ development, such as epithelial smaller, ectopic invagination and multiple epithelial protrusions, was observed in genetically modified mice in which β-catenin pathway activation is dependent upon the odontogenic epithelium^8^. Furthermore, these tooth germs, which were transplanted into kidney capsules, exhibited supernumerary teeth similar to odontomas^7^, suggesting that regulated bud formation might be involved in tooth germ development. Collectively, aberrant ectopic activation of the β-catenin pathway during tooth germ developmental stages, though its mechanism remains unknown, could lead to the improper tooth development shown in odontomas, such as increased numbers and disorganized morphogenesis of tooth germ.

We identified Sema3A as a downstream gene of Wnt/β-catenin signaling. Lef1 knockdown rescued CHIR99021-dependent down-regulation of Sema3A mRNA and protein expression (See Figs 4d and S4c), demonstrating that Lef1 expression is required in its down-regulation. It has been reported that Lef1 functions as a transcription repressor in leukemia cells through interactions with histone deacetylase-1 (HDAC-1)^35^. Consistent with this report, treatment with TSA partially rescued CHIR99021-dependent down-regulation of Sema3A mRNA and protein expression (See Fig. 4e), therefore, it is possible that Lef1-mediated histone modification might be involved in its mechanism. Further study is needed to be clarified its precise mechanism.

Sema3A, which is a secreted protein, was originally identified as an axonal guidance factor that controls nerve system development in embryogenesis^45^. Sema3A and its receptors neuropilin signaling has been reported to be involved not only in cell proliferation or cell division in nerve system development, but also in the regenerative potential of dental tissue and tumorigenesis^46–48^. Since Sema3A-neuropilin signaling demonstrated positive effects on cell proliferation in glioma and glioblastoma^25,26^ and negative effect on cell proliferation in breast cancer^47,49^, its effects may depend on cell context. In odontogenic epithelial cells, loss-of-function experiments using siRNAs and inhibitor revealed that Sema3A expression is involved in their cell proliferation without activating of AKT and ERK1/2 signaling. As Sema3A inhibitor suppressed Ki-67-positive epithelial cell proliferation in tooth germ development and Sema3A stimulation rescued CHIR99021-dependent reduction of the number of proliferating epithelial cells, endogenous Sema3A expression and its signaling might be sufficient to regulate tooth germ development. Although the precise mechanism how Sema3A signaling regulate cellular growth remains unknown at present, expression of Sema3A might be involved in cellular proliferation of odontogenic epithelial cells. Further function of Sema3A in tooth development needs to be identified using mice with odontogenic epithelium-specific depletion of Sema3A in the future.

Sema3A positively regulate Wnt/β-catenin signaling in osteoblasts^27^, whereas osteosarcoma-derived Sema3A suppresses Wnt/β-catenin signaling^50^, suggesting that the effect of Sema3A on the Wnt/β-catenin signaling might depend on cell context. Consistent with the latter report, exogenous Sema3A expression decreased CHIR99021-dependent *Axin2* mRNA expression without affecting cytoplasmic accumulation and nuclear translocation of β-catenin and Sema3A knock down increased *Axin2* mRNA expression. It is possible that Sema3A signaling affects Wnt/β-catenin signaling at the transcriptional level in the nucleus, but its precise mechanism remains unclear. Taken together, it is indicated that Sema3A signaling suppresses Wnt/β-catenin signaling and vice versa in mDE6 cells.

## Methods

### Patients and odontoma tissues

Human odontoma (n = 40) and ameloblastoma (n = 6) tissues from patients, who underwent surgery at Kyushu University Hospital from January 2012 to April 2017 (total patients were 4,383), were examined in this study. Twenty one specimens of odontomas, which included odontogenic epithelium, were used for the immunohistochemical studies, and the ages of these patients ranged from 3 to 21 years (median, 11 years). All patients with odontoma were not diagnosed as FAP or Gardner’s syndrome, clinically. Odontomas were diagnosed according to the recent WHO Classification^1^. Consistent with previous reports^2^, the incidence of odontoma was 0.91% (40/4,383) in the present study. Resected specimens were macroscopically examined to determine the location and size of odontoma, and specimens for histology were fixed in 4% (w/v) paraformaldehyde (PFA) buffered by phosphate buffered saline (PBS) and decalcified in 10% (v/v) formic acid for 2 or 3 days, and processed for paraffin embedding. Specimens for examination were sectioned at 4 μm thickness and stained with hematoxylin and eosin for independent evaluations by three pathologists (K.N., S.F. and T.K.). The protocol for this study was approved by the ethical review board of the Local Ethical Committee of Kyushu University, Japan (#29–392), and the current study was performed in accordance with the committee guidelines and regulations. Informed consent was obtained from all patients.

### Immunohistochemical studies

Mouse embryos at E15 were collected and specimens were embedded in paraffin and sectioned at 5 μm thickness. Immunohistochemical studies for human odontomas and mouse tooth germ were performed as previously described^43,51^ with modification. For antigen retrieval, the sections were immersed in 10 mM trisodium citrate reagents for 10 min at 95 °C. The endogenous peroxidase activity was then eliminated by treatment with 1% hydrogen peroxide in methanol for 30 min. Non-specific protein binding was blocked with 10% normal goat serum (Nichirei, Tokyo, Japan) for 30 min. Tissue sections were incubated with anti-β-catenin (1:200), anti-Sema3A (1:600), anti-Ki-67 (1:300) or anti-Lef1 (1:300) antibody for 16 h at 4 °C, and then the sections were incubated with goat anti-mouse or anti-rabbit IgG-HRP (Histofine Simple Stain MAX PO, Nichirei) for 1 h at room temperature (RT). The immunoreactivity was visualized with a solution of 3,3′-diaminobenzidine and <0.1% hydrogen peroxide (Nichirei). Subsequently, the sections were counterstained with hematoxylin.

### Mouse tooth germ rudiment culture

Protocols used for all animal experiments in this study were approved by the Animal Research Committee of Kyushu University, Japan (No. A29-277-0), and the current study was conducted accordance to the institutional guidelines and regulations. As previously reported^52^, embryonic tooth germ (tooth germ rudiments) isolated from ICR mice at E15 were cultured at an air-liquid interface on ThinCertTM tissue culture inserts with 1.0 μm pores (Greiner Bio-One, Berlin, Germany) in Fitton-Jackson’s modified BGJb medium (Invitrogen, Carlsbad, CA, USA) supplemented with 5% fetal bovine serum (FBS), 100 μg/ml ascorbic acid (Invitrogen), and 100 unit/ml penicillin/streptomycin (Invitrogen).

### Mesenchyme-free tooth germ epithelium culture

E15 tooth germ rudiments were incubated in 1.4 U/ml of dispase II (Roche Diagnostics, Mannheim, Germany) in Hanks’ balanced salt solution (HBSS) at 37 °C for 20 min. Tooth germ epithelia were separated from the mesenchyme with a fine tungsten needle, and collected in 10% bovine serum albumin (BSA)/Dulbecco’s modified Eagle’s medium (DMEM)/Ham’s F12 medium. After isolated epithelia were placed in 20 μl of growth factor-reduced Matrigel (BD Biosciences, San Jose, CA, USA), the epithelia were grown in DMEM/Ham’s F12 supplemented with 1 mg/ml BSA, 1× insulin-transferrin-selenium (Life Technologies/Thermo Fisher Scientific, Waltham, MA, USA) and FGF1 (200 ng/ml; Wako Pure Chemical Industries, Osaka, Japan). When necessary, some inhibitors were added.

### Cells and antibodies

mDE6 mouse odontogenic epithelial cells and mouse mDP mouse odontogenic mesenchymal cells were kindly provided from Dr. S. Fukumoto (Tohoku University, Sendai, Japan)^53^. Lenti-X^TM^ 293 T (X293T) cells were purchased from Takara Bio Inc. (Shiga, Japan). X293T cells were grown in DMEM supplemented with 10% FBS. mDE6 and mDP cells were cultured in DMEM/F12 medium supplemented with 10% FBS. When necessary, the inhibitors, CHIR99021 (Wako), LiCl (Sigma-Aldrich, Steinheim, Germany) or SM-345431^31^, which was kindly provided from Sumitomo Dainippon Pharma Co., Ltd., cycloheximide (Wako) or trichostatin A (Wako) were added. Antibodies are listed in the Table S2.

### Microarray analyses

Microarray analyses were performed using mDE6 cells were untreated or treated with 5 μM CHIR99021 for 6 h. The mRNA expression profile was produced by Cell Innovator Inc. (Fukuoka, Japan) using gene microarray technology (SurePrint G3 Human Gene Expression Microarray 8 × 60 K v2, Agilent Technologies, Santa Clara, CA, USA). Data analyses were performed with Feature Extraction software (Agilent Technologies), and the change in ratios between the hybridization intensities of CHIR99021-treated and control samples were determined. To identify down-regulated genes, we calculated Z-scores and ratios from the normalized signal intensities of each probe. We set criteria for down-regulated genes as follows: Z-score ≦ 2.0 and ratio ≦ 0.66^54^. The raw data reported in this study was deposited in NCBI GEO under accession number (GSE116739). Functional analysis of the decreased gene expression was performed using DAVID database (http://david.abcc.ncifcrf.gov/).

### Plasmid construction and infection using lentivirus harboring a cDNA

The human Sema3A plasmid was constructed using pcDNA3.2/V5/GW/DTOPO/human Sema3A^46^. Lentiviral vector was constructed by subcloning human Sema3A cDNA into CSII-CMV-MCS-IRES2-Bsd, which was kindly provided by Dr. H. Miyoshi (RIKEN BioResource Center, Ibaraki, Japan)^55^. The vectors were then transfected along with the packaging vectors, pCAG-HIV-gp and pCMV-VSV-G-RSV-Rev, into X293T cells using the Lipofectamine LTX reagent (Invitrogen) to generate lentiviruses.

To generate mDE6 cells that stably express Sema3A for rescue experiments, parental cells (5 × 10^4^ cells/well in a 12-well plate) were treated with lentivirus and 10 μg/ml polybrene. The cells were then centrifuged at 1080 × *g* for 1 h, and incubated for another 24 h. The cells that demonstrated stable expression of Sema3A for rescue experiments, were selected and maintained in culture medium containing 5 μg/ml Blasticidin S (Wako)^56,57^.

### Knockdown of protein expression by siRNA and quantitative RT-PCR

The effects of protein knockdown by siRNA were analyzed as previously described^23,51^. Quantitative RT-PCR was performed as described previously^51^. Target sequences for siRNA and primers for quantitative RT-PCR are listed in the Table S2.

### Mutations analysis of *CTNNB1* and *APC* genes, and *Sema3A* mRNA expression in odontoma specimens

We extracted genomic DNA from paraformaldehyde-fixed paraffin-embedded (PFPE) odontoma sections using the WaxFree^TM^ Paraffin Sample DNA Extraction Kit (Trimgen, Sparks, MD, USA) according to the manufacturer’s instructions^57,58^. The mutational status of *APC* and *CTNNB1* genes was investigated using PCR and direct sequencing as described previously^59^. The PCR was performed for the mutation cluster region of the *APC* gene exon 15 (from codons 1274 to 1523) and the entire region of exon 3 of the *CTNNB1* gene, respectively. The set of primers used for these genes was the same as that previously described^59^.

Total RNA was extracted from PFPE sections using RNeasy FFPE Kit (Qiagen, Hilden, Germany)^58^. RNA was successfully obtained in only 4 odontoma specimens, because of difficulty in purification from decalcified specimens. RNA was reverse-transcribed using SuperScript VILO^TM^ (Invitrogen) in order to prepare the first-strand cDNA. Each polymerase chain reaction (PCR) product (10 µl) was directly loaded onto 2% agarose gel, stained with ethidium bromide, and directly visualized under UV illumination. Primers for RT-PCR are listed in the Table S2.

### Immunofluorescence staining

mDE6 cells, tooth germ rudiments or epithelial tooth buds were fixed for 30 min at RT in 4% PFA buffered by PBS, and then permeabilized in PBS containing 0.5% (w/v) Triton X-100 and 40 mg/ml BSA (Wako) for 30 min. The cells or rudiments were incubated with primary antibodies (used at 1:200) for 3 h at RT and then with secondary antibodies for 3 h at RT in accordance with the manufacturer’s protocols (Jackson ImmunoResearch Inc., West Grove, PA, USA). The samples were viewed and analyzed with an All-in-one Fluorescence Microscope BZ 9000 (Keyence, Osaka, Japan) and confocal microscope C2si^+^ (NIKON, Tokyo, Japan).

### Statistical analysis

Statistical analyses were performed using JMP software (SAS Institute. Inc., Cary NC, USA). Differences in results were tested for statistical significance using the Fisher exact test for Tables 1 and 2, and Student’s *t*-test for other experiments. *P* values of <0.05 were considered statistically significant.

### Additional assays

Cell proliferation and migration assays were performed as previously described^57^. Western blotting data are representative of at least three independent experiments.

## Supplementary information

Supplementary information

## Data Availability

All data generated or analyzed during this study are included in this published article and its Supplementary Information files.

# Supplementary material for: Wnt/β-catenin signaling, which is activated in odontomas, reduces Sema3A expression to regulate odontogenic epithelial cell proliferation and tooth germ development
**Source:** Sci Rep. 2019 Mar 12;9:4257. doi: 10.1038/s41598-019-39686-1

## Supplementary Information

### **Wnt/ $\beta$ -catenin signaling, which is activated in odontomas, reduces Sema3A expression to regulate odontogenic epithelial cell proliferation and tooth germ development**

Shinsuke Fujii<sup>1\*</sup>, Kengo Nagata<sup>1</sup>, Shinji Matsumoto<sup>2</sup>, Ken-ichi Kohashi<sup>3</sup>,  
Akira Kikuchi<sup>2</sup>, Yoshinao Oda<sup>3</sup>, Tamotsu Kiyoshima<sup>1</sup> and Naohisa Wada<sup>4</sup>

**Table S1.** Gene expression levels decreased after treatment with 5  $\mu$ M CHIR99021 in mDE6 cells. DNA microarray analyses were performed as described in the Materials and Methods. Candidate genes were selected based on the criteria that their expression levels were lower than in control cells and then functional annotation clustering was carried out by using the DAVID database. Cluster name, gene symbol and ratio are shown.

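Table S1 lists 56 different genes in 4 clusters, each with the ratio of its signal in CHIR99021-treated over control cells. All of them have a tested probe on the array, with the entry spelled Tgfbli1 read as Tgfb1i1. At the highest-signal probe, 55 were lower after CHIR99021, all but Vamp5, and 46 met both criteria. At least 1 probe met them for 51. The genes were selected as lower on these same 2 arrays, and the form of the Z-score was chosen with the table's ratios in view. These counts are therefore no independent check. Both arrays measured 46 of the genes. For the other 10, the probe was not well above background after CHIR99021 and gives only a limit: Hmx2 was at least 12.0-fold lower, Rasal1 at least 10.4-fold, Tshz2 at least 10.1-fold, Frzb at least 9.78-fold, Tbx20 at least 9.39-fold, Kdf1 at least 4.76-fold, Fgf17 at least 4.28-fold, Pdgfd at least 4.10-fold, Bmp5 at least 3.27-fold and Eda2r at least 2.10-fold. Of these 10 probes, 8 lie in the later rows of the array. On the control array the pixels of 9 were more uneven than at 99% of the spots well above background in the earlier rows. The same held for 2 of the 46 probes measured on both arrays, those of Fzd3 and Unc13a. It also held for the lowest-ratio probes of Zfp568, Tgfb1i1, Zmym2 and Eda2r, whose computed ratios lie near the paper's. These probes lie in the later rows. None of the 3 other Bmp5 probes was well above background on the control array. The table gives 57 different pairs of gene and ratio, since Cited2 appears with 2 ratios. Of the 47 pairs measured on both arrays, 42 lay within a factor of 1.5 of the paper's ratio. The limits of the other 10 genes cannot differ from a lower ratio and were not counted.

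**Figure D3:**
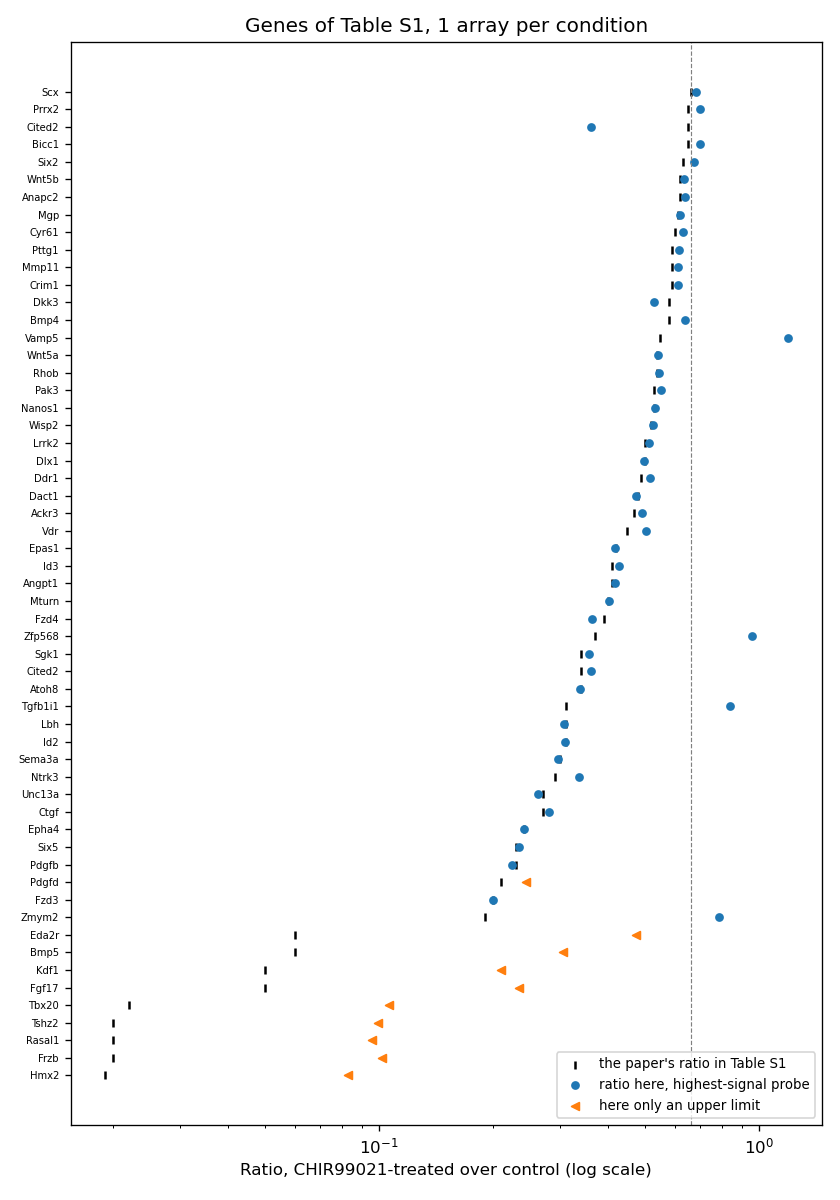
Ratio of CHIR99021-treated over control signal (log axis) for each gene and ratio of Table S1. Black ticks are the paper's ratios, blue points the ratios here at the highest-signal probe, and orange triangles upper limits for the 10 genes not well above background after CHIR99021; the dashed line marks 0.66.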

| Cluster name          | Gene symbol | Ratio | Gene symbol   | Ratio      |
|-----------------------|-------------|-------|---------------|------------|
| Developmental protein | Bicc1       | 0.65  | Id3           | 0.41       |
|                       | Cited2      | 0.34  | Kdf1          | 0.05       |
|                       | Epha4       | 0.24  | Lbh           | 0.31       |
|                       | Hmx2        | 0.019 | Mgp           | 0.61       |
|                       | Tbx20       | 0.022 | Mturn         | 0.4        |
|                       | Angpt1      | 0.41  | Ntrk3         | 0.29       |
|                       | Atoh8       | 0.34  | Pak3          | 0.53       |
|                       | Ackr3       | 0.47  | Prrx2         | 0.65       |
|                       | Bmp4        | 0.58  | Pdgfb         | 0.23       |
|                       | Bmp5        | 0.06  | Pdgfd         | 0.21       |
|                       | Dkk3        | 0.58  | Rhob          | 0.54       |
|                       | Dact1       | 0.48  | Scx           | 0.66       |
|                       | Dlx1        | 0.5   | <b>Sema3a</b> | <b>0.3</b> |
|                       | Eda2r       | 0.06  | Six2          | 0.63       |
|                       | Epas1       | 0.42  | Six5          | 0.23       |
|                       | Fgf17       | 0.05  | Tshz2         | 0.02       |
|                       | Fzd3        | 0.2   | Vamp5         | 0.55       |
|                       | Fzd4        | 0.39  | Wnt5a         | 0.54       |
|                       | Frzb        | 0.02  | Wnt5b         | 0.62       |
|                       | Id2         | 0.31  | Zfp568        | 0.37       |

| Cluster name           | Gene symbol | Ratio | Gene symbol   | Ratio      |
|------------------------|-------------|-------|---------------|------------|
| Multicellular organism | Bicc1       | 0.65  | Kdf1          | 0.05       |
|                        | Cited2      | 0.34  | Lbh           | 0.31       |
|                        | Epha4       | 0.24  | Mgp           | 0.61       |
|                        | Hmx2        | 0.019 | Mmp11         | 0.59       |
|                        | Tbx20       | 0.022 | Mturn         | 0.4        |
|                        | Angpt1      | 0.41  | Ntrk3         | 0.29       |
|                        | Atoh8       | 0.34  | Pak3          | 0.53       |
|                        | Ackr3       | 0.47  | Prrx2         | 0.65       |
|                        | Bmp4        | 0.58  | Pdgfb         | 0.23       |
|                        | Bmp5        | 0.06  | Pdgfd         | 0.21       |
|                        | Dkk3        | 0.58  | Rhob          | 0.54       |
|                        | Dact1       | 0.48  | Scx           | 0.66       |
|                        | Dlx1        | 0.5   | <b>Sema3a</b> | <b>0.3</b> |
|                        | Eda2r       | 0.06  | Six2          | 0.63       |
|                        | Epas1       | 0.42  | Six5          | 0.23       |
|                        | Fgf17       | 0.05  | Tshz2         | 0.02       |
|                        | Fzd3        | 0.2   | Vamp5         | 0.55       |
|                        | Fzd4        | 0.39  | Vdr           | 0.45       |
|                        | Frzb        | 0.02  | Wnt5a         | 0.54       |
|                        | Id2         | 0.31  | Wnt5b         | 0.62       |
|                        | Id3         | 0.41  | Zmym2         | 0.19       |

| Cluster name    | Gene symbol | Ratio | Gene symbol   | Ratio      |
|-----------------|-------------|-------|---------------|------------|
| Differentiation | Cited2      | 0.65  | Kdf1          | 0.05       |
|                 | Hmx2        | 0.019 | Lrrk2         | 0.5        |
|                 | Rasal1      | 0.02  | Mgp           | 0.61       |
|                 | Anapc2      | 0.62  | Ntrk3         | 0.29       |
|                 | Angpt1      | 0.41  | Rhob          | 0.54       |
|                 | Atoh8       | 0.34  | <b>Sema3a</b> | <b>0.3</b> |
|                 | Bmp4        | 0.58  | Tgfbli1       | 0.31       |

|  |       |      |        |      |
|--|-------|------|--------|------|
|  | Bmp5  | 0.06 | Unc13a | 0.27 |
|  | Eda2r | 0.06 | Vamp5  | 0.55 |
|  | Epas1 | 0.42 | Wnt5a  | 0.54 |
|  | Frzb  | 0.02 |        |      |

| Cluster name              | Gene symbol | Ratio |
|---------------------------|-------------|-------|
| Regulation of cell growth | Wisp2       | 0.52  |
|                           | Ctgf        | 0.27  |
|                           | Cyr61       | 0.6   |
|                           | Crim1       | 0.59  |
|                           | Ddr1        | 0.49  |
|                           | Nanos1      | 0.53  |
|                           | Pttg1       | 0.59  |
|                           | Sgk1        | 0.34  |

**Table S2.**

Antibodies used in this study.

IB, immunoblotting; IF, immunofluorescence; IHC, immunohistochemistry.

| Company                   | Name; catalogue number         | Used for    |
|---------------------------|--------------------------------|-------------|
| Abcam                     | Anti-Sema3A; ab199475          | IHC, IB, IF |
|                           | Anti-Ki-67; ab16667            | IHC, IF     |
| BD Biosciences            | Anti- $\beta$ -catenin; 610153 | IHC, IB, IF |
|                           | Anti-E-cadherin; 610181        | IF          |
| Cell Signaling Technology | Anti-Lef1; 2230                | IHC, IB     |
|                           | Anti-AKT; 4691S                | IB          |
|                           | Anti-Phospho-AKT; 4060S        | IB          |
|                           | Anti-ERK1/2; 4695S             | IB          |
|                           | Anti-Phospho-ERK1/2; 4370      | IB          |
| Sigma-Aldrich             | Anti- $\beta$ -actin; A5441    | IB          |

Designs for siRNAs used in this study.

| siRNA                  | Sequence            |
|------------------------|---------------------|
| mouse Sema3A #1        | CCTCTTGGCTTGAATATT  |
| mouse Sema3A #2        | CCAGCACTCGTGTTTGTAT |
| mouse $\beta$ -catenin | CCACTAATGTCCAGCGCTT |
| mouse Lef1             | CCCTGATGAAGGAAAGCAT |
| randomized control     | CAGTCGCGTTTGCGACTGG |

Forward and reverse primers for quantitative RT-PCR used in this study.

| Primer                                         | Sequence             |
|------------------------------------------------|----------------------|
| mouse Sema3A<br>(targeting open reading frame) | AATGGCATTGACACCCATTT |
|                                                | GGGACCATCTCTGTGAGCAT |
| mouse Sema3A                                   | CCTCCCAAACCTCAAACAA  |

|                                    |                        |
|------------------------------------|------------------------|
| (targeting 3'-untranslated region) | TGATCTCTGTCAAGCGTTGG   |
| mouse Axin2                        | CTGGCTCCAGAAGATCACAAAG |
|                                    | CATCCTCCCAGATCTCCTCAA  |
| mouse Lef1                         | ACGGAGGCCTGTACAACAAG   |
|                                    | CTCGTCGCTGTAGGTGATGA   |
| mouse CTNNB1                       | GTGCAATTCCTGAGCTGACA   |
|                                    | CTTAAAGATGGCCAGCAAGC   |
| mouse cyclinD1                     | CACAACTTCTCGGCAGTCAA   |
|                                    | AGTGCGTGCAGAAGGAGATT   |
| mouse GAPDH                        | GTGTCCGTCGTGGATCTGA    |
|                                    | TTGCTGTTGAAGTCGCAGGAG  |
| human Sema3A                       | AACGGCCGTGGGAAGAGTCCAT |
|                                    | TGGTGGTGCCCAAGAGTTCGG  |
| human GAPDH                        | GCACCGTCAAGGCTGAGAAC   |
|                                    | TGGTGAAGACGCCAGTGGA    |

**a**

## Odontogenic epithelium appearances

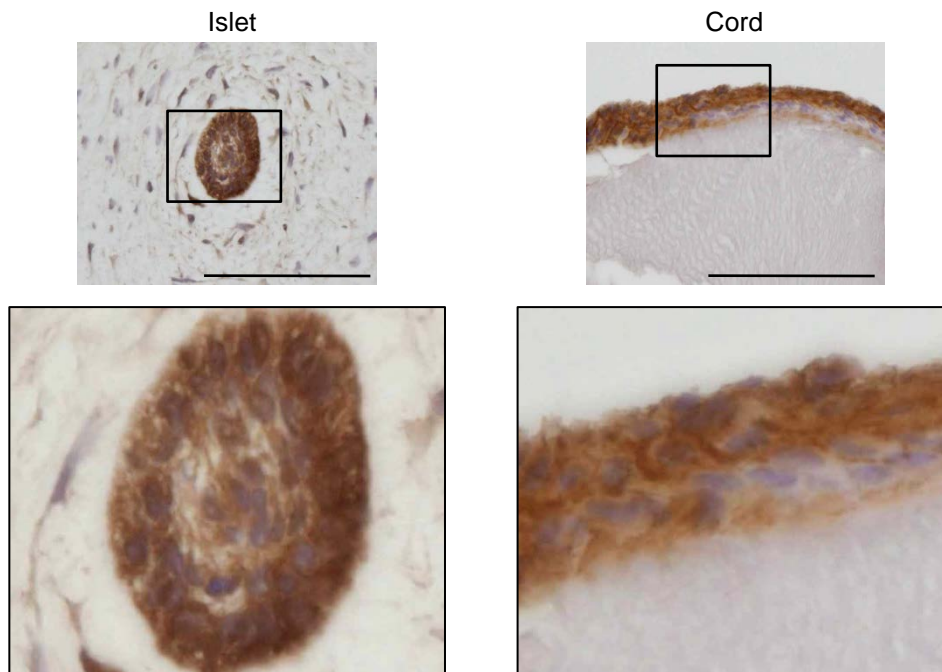**b**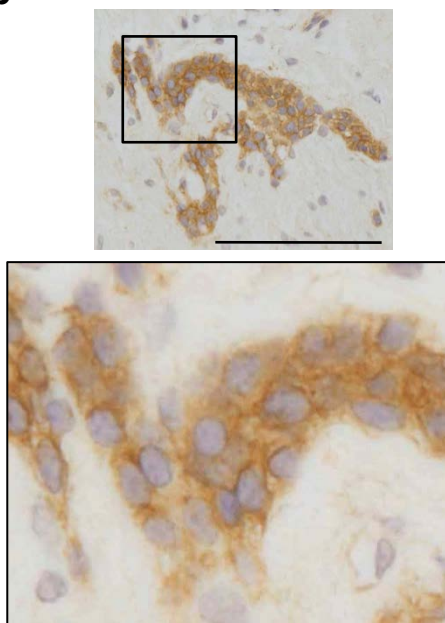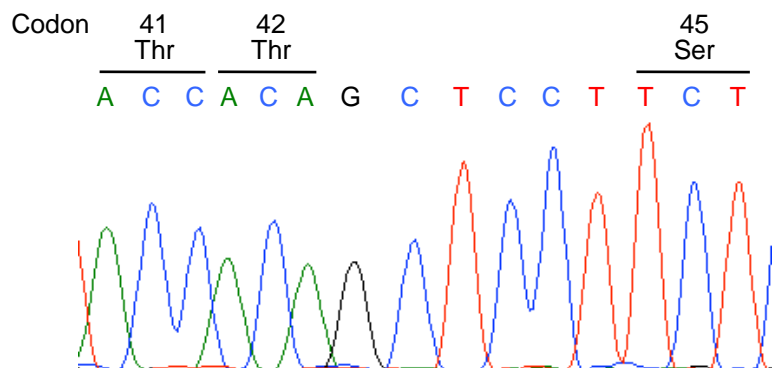

**Supplementary Figure S1. Expression patterns of  $\beta$ -catenin in remained epithelial cells of human odontomas.** (a)  $\beta$ -catenin expression is shown in remaining epithelial cells of human odontomas with islet or cord forms. Black boxes show enlarged images. (b)  $\beta$ -catenin expression is shown in remaining epithelial cells of human odontomas with nucleus/cytoplasm pattern. Genomic DNA was subjected to direct sequencing of exon 3 of the *CTNNB1* gene. Thr, threonine; Ser, serine. Scale bars: 100  $\mu$ m.

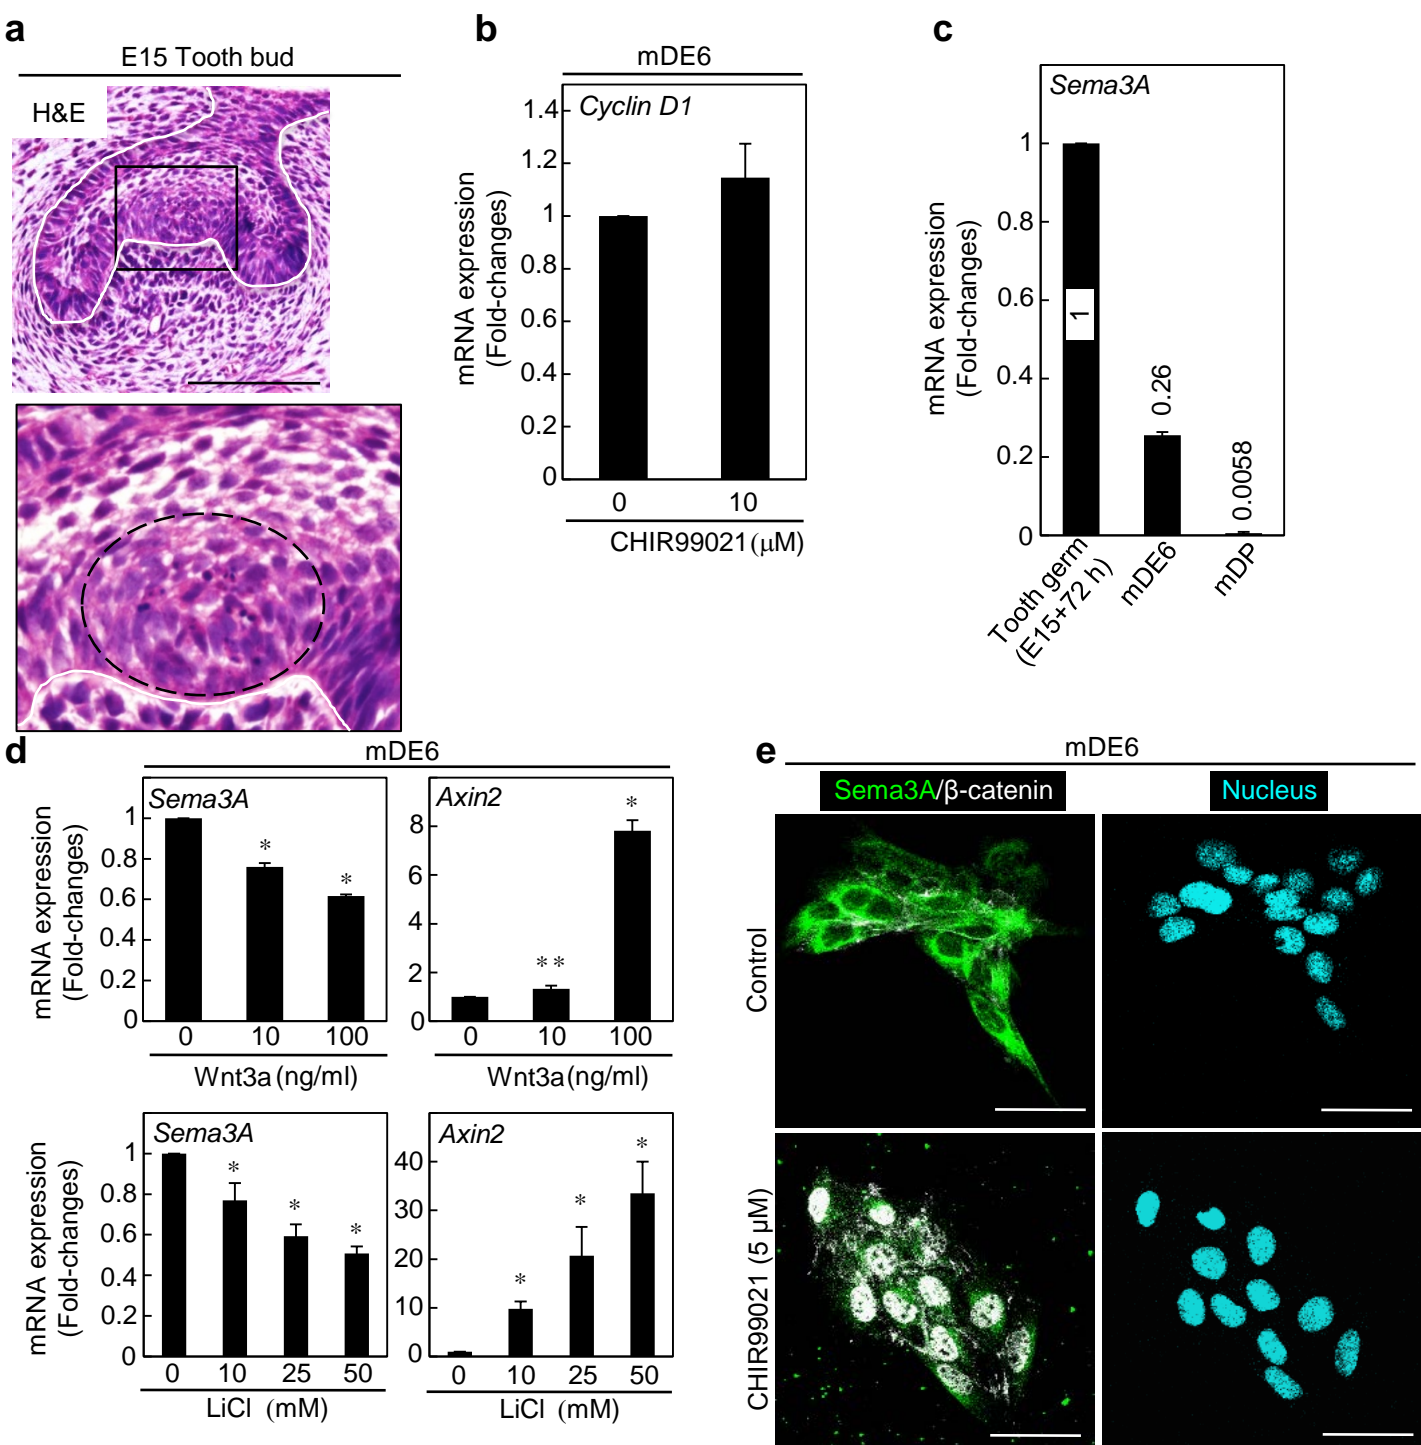

**Supplementary Figure 2. Effect of Wnt signaling on mDE6.**

(a) Sections prepared from mouse tooth germ at E15 were stained with H&E. Black boxes show enlarged images. Dotted line and white lines indicate the enamel knot region and the border between odontogenic epithelium and mesenchyme, respectively. Scale bar: 100 μm. (b) Expression levels of *cyclin D1* mRNA in mDE6 cells cultured without or with 10 μM CHIR99021 for 24 h were measured and represented as fold-changes compared with levels in control cells. (c) *Sema3A* mRNA levels in tooth germ rudiments isolated from E15 and then cultured for 72 h, mDE6 and mDP cells were measured by quantitative RT-PCR. Relative levels of *Sema3A* mRNA expression were normalized to *GAPDH* and expressed as fold-changes compared with expression in the tooth germ rudiments. (d) mDE6 cells were cultured without or with 10 and 100 ng/ml Wnt3a, or without or with 10, 25 and 50 mM LiCl for 24 h, and then relative levels of *Sema3A* or *Axin2* mRNA were measured and expressed as fold-changes compared with levels in control cells. (e) mDE6 cells were cultured without or with 5 μM CHIR99021 for 24 h, and then stained with anti-Sema3A, anti-β-catenin antibodies and Hoechst 33342. Scale bars: 50 μm. \* $p < 0.01$ . \*\* $p < 0.05$ .

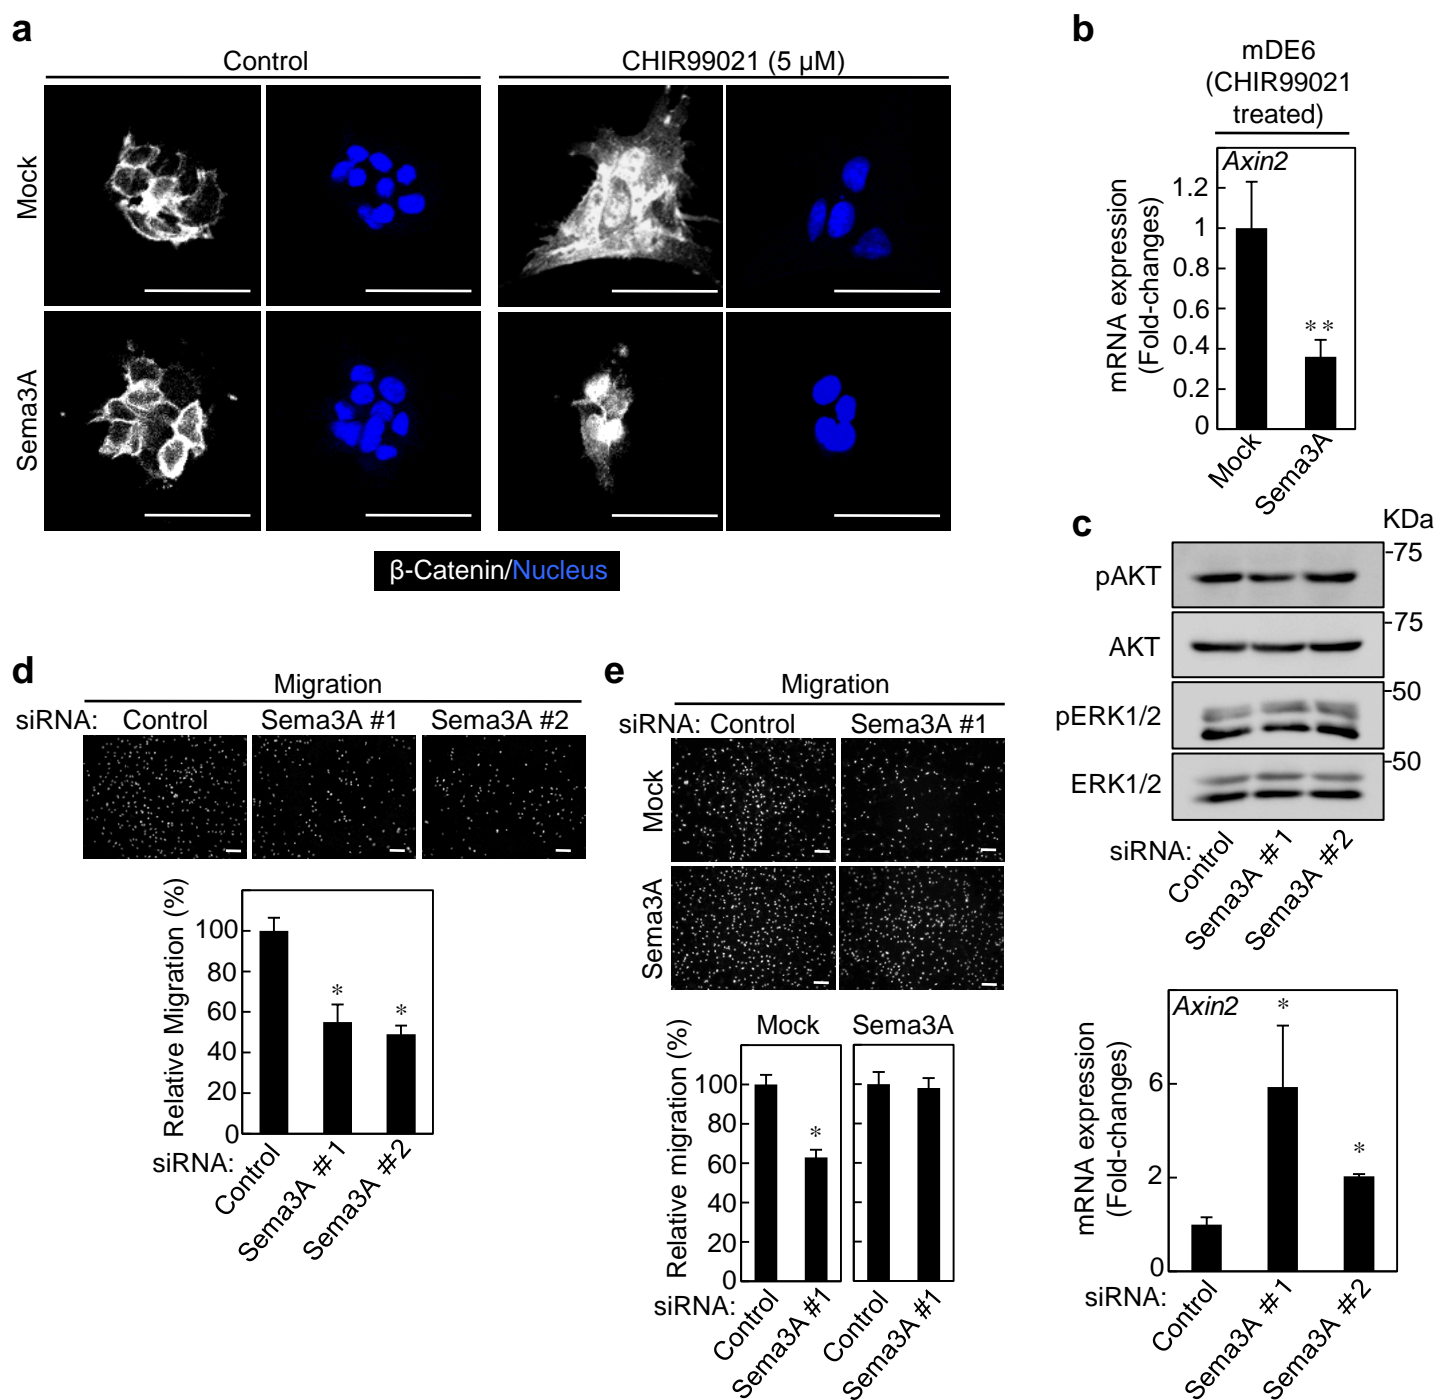

**Supplementary Figure 3. Sema3A expression is involved in migration of odontogenic epithelial cells.**

(a) mDE6 cells expressing mock or Sema3A were cultured without or with 5  $\mu$ M CHIR99021 for 24 h, and then stained with anti- $\beta$ -catenin antibody and Hoechst 33342. (b) The data was extracted from Fig. 3a. mDE6 cells expressing mock or Sema3A were cultured with 5  $\mu$ M CHIR99021 for 24 h. *Axin2* mRNA levels were measured by quantitative RT-PCR. Relative *Axin2* mRNA expression levels were normalized by *GAPDH* and expressed as fold-changes compared with levels in mock cells. (c) mDE6 cells were transfected with control or two independent Sema3A siRNAs. Cell lysates were probed with anti-phospho-AKT, anti-AKT, anti-phospho-ERK1/2 and anti-ERK1/2 antibodies. *Axin2* mRNA levels were measured by quantitative RT-PCR. Relative *Axin2* mRNA expression levels were normalized by *GAPDH* and expressed as fold-changes compared with levels in control siRNA transfected mock cells. (d) mDE6 cells were placed in Transwell chamber for the migration assay. Migration activities are expressed as the percentage of migrated cell number observed in control cells. (e) mDE6 cells expressing mock or Sema3A were transfected with control or Sema3A #1 siRNA. The cells were placed in Transwell chamber for the migration assay. Migration activities are expressed as the percentage of migrated cell number observed in control cells. Results are shown as means  $\pm$  s.d. of three independent experiments. \* $p$  < 0.01. \*\* $p$  < 0.05. Scale bars: 50  $\mu$ m (a), 200  $\mu$ m (d-e).

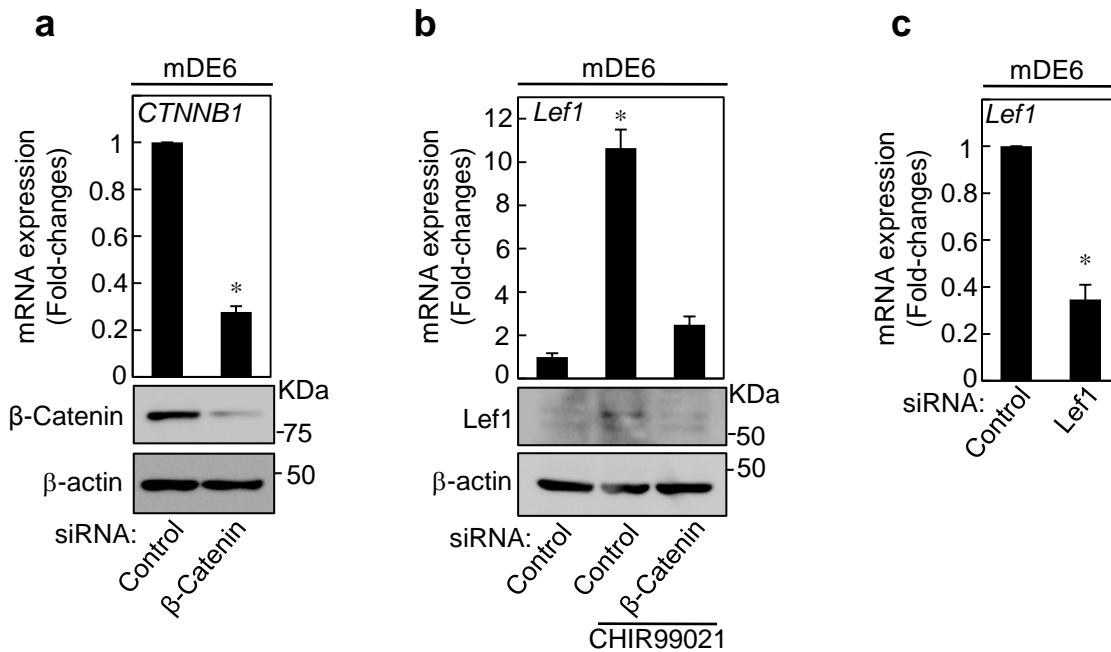

**Supplementary Figure 4. Wnt/β-catenin-Lef1 signaling downregulates Sema3A expression.**

(a) mDE6 cells were transfected with control or β-catenin siRNAs, and *CTNNB1* mRNA levels were measured by quantitative RT-PCR. Relative *CTNNB1* mRNA levels were normalized by *GAPDH* and expressed as fold-changes compared with levels in control siRNA transfected cells. Cell lysates were probed with anti-β-catenin and anti-β-actin antibodies. (b) mDE6 cells were transfected with control or β-catenin siRNA, and then were cultured with 10 μM CHIR99021 for last 12 h. Relative *Lef1* mRNA levels were normalized by *GAPDH* and expressed as fold-changes compared with levels in control siRNA transfected cells. Cell lysates were probed with anti-Lef1 and anti-β-actin antibodies. (c) mDE6 cells were transfected with control or Lef1 siRNA, and *Lef1* mRNA levels were measured by quantitative RT-PCR. Relative *Lef1* mRNA levels were normalized by *GAPDH* and expressed as fold-changes compared with levels in control siRNA transfected cells. Results are shown as means ± s.d. of three independent experiments. \*  $p < 0.01$ .

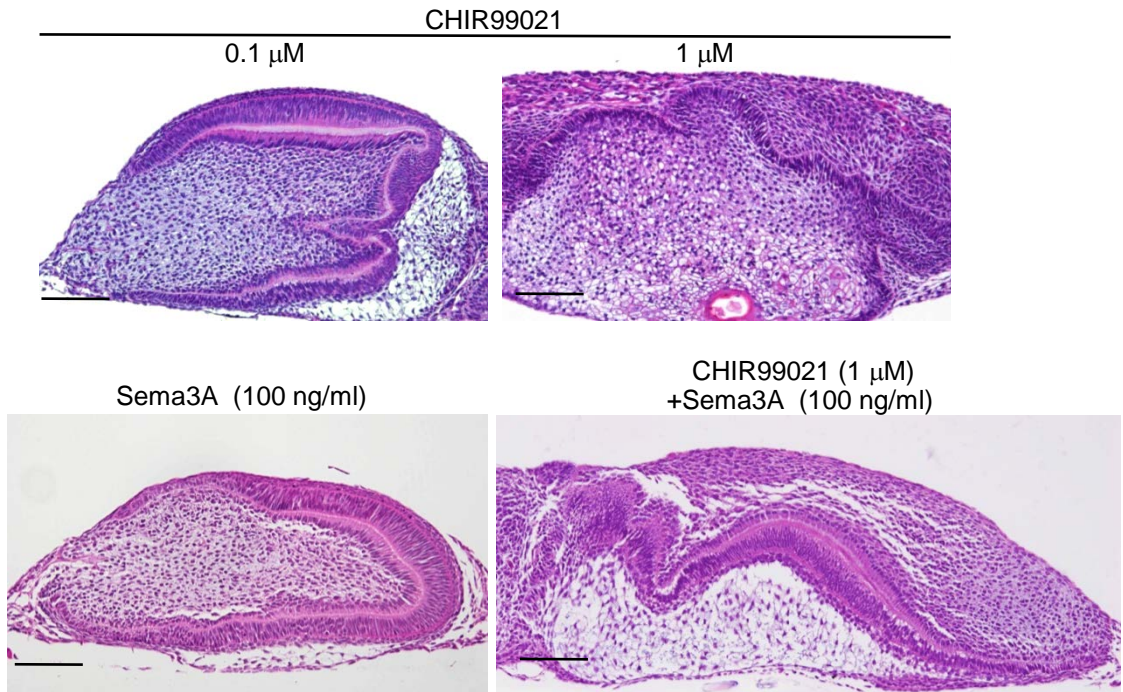

**Supplementary Fig. 5. Effect of Wnt signaling on tooth germ development.**

Tooth germ rudiments were cultured without or with 0.1 and 1  $\mu\text{M}$  CHIR99021, 100 ng/ml Sema3A or 1  $\mu\text{M}$  CHIR99021 with 100 ng/ml Sema3A for 7 days, and then the rudiments were stained with H&E. Scale bars: 100  $\mu\text{m}$ .

**a (Figure 2d)**

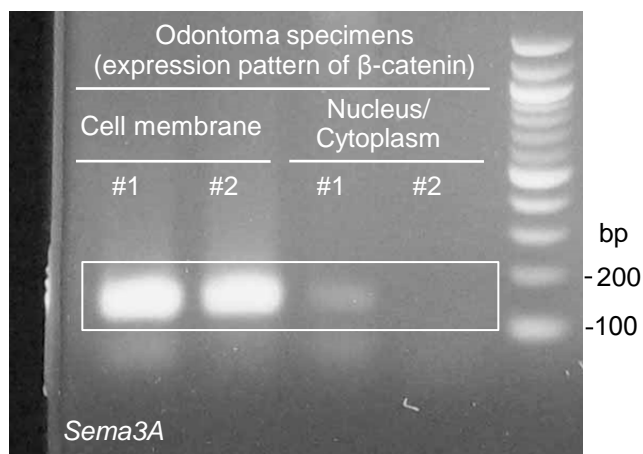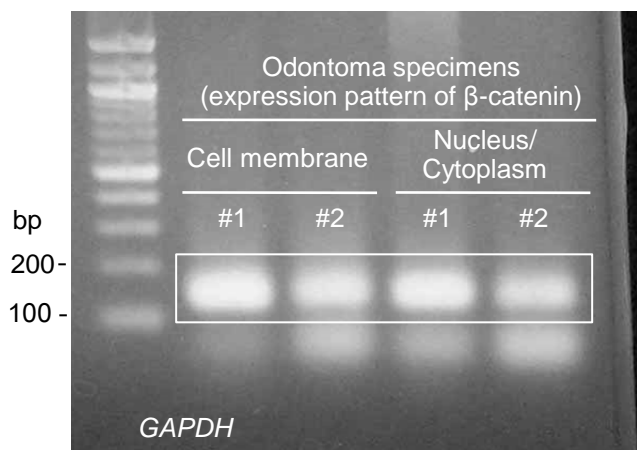

**b (Figure 2e)**

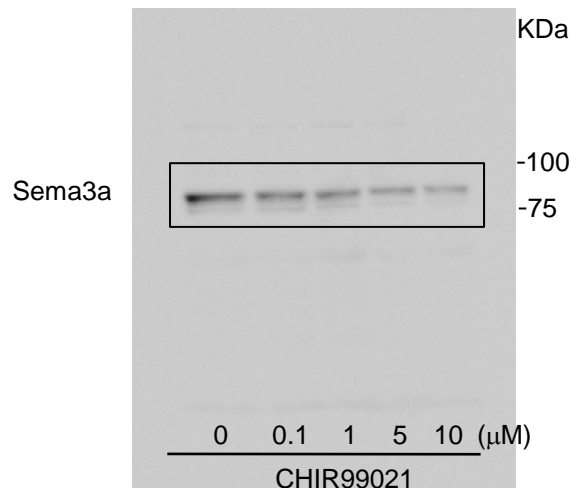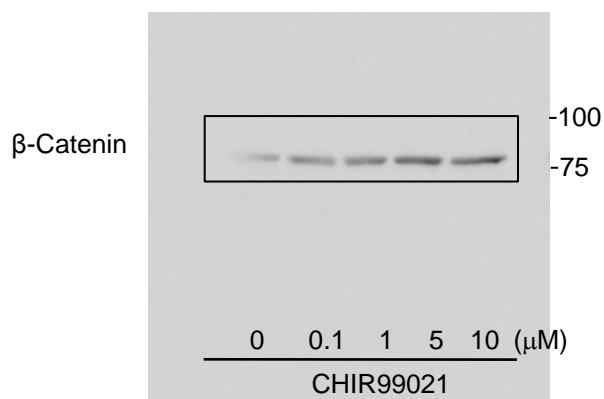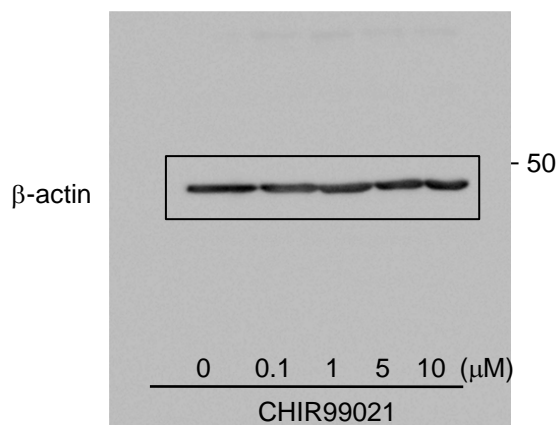

**Supplementary Fig. 6. Full scan images of electrophoresis and immunoblots presented in Figure 2.**

**a (Figure 3a)**

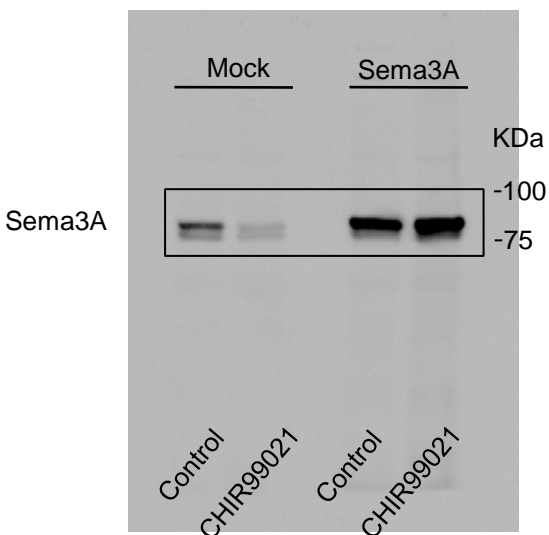

**b (Figure 3c)**

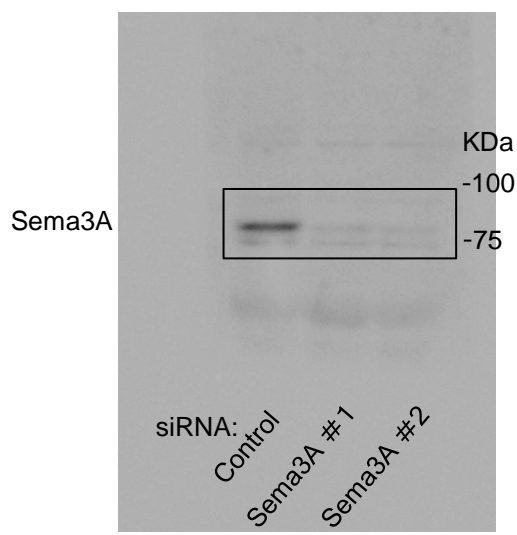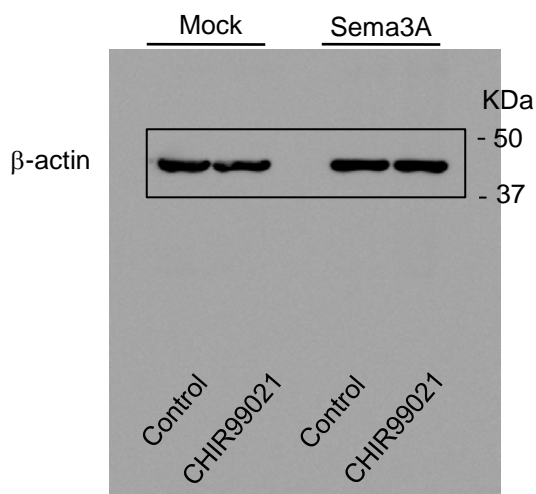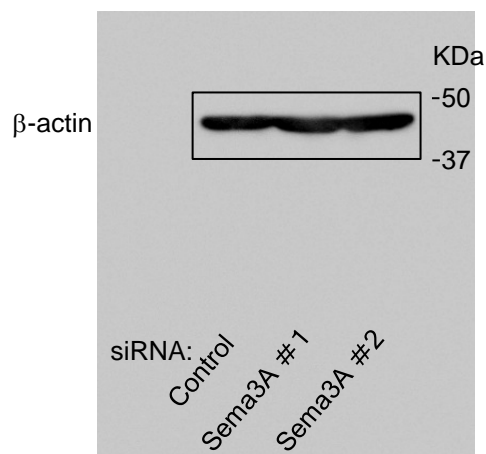

**c (Figure 3e)**

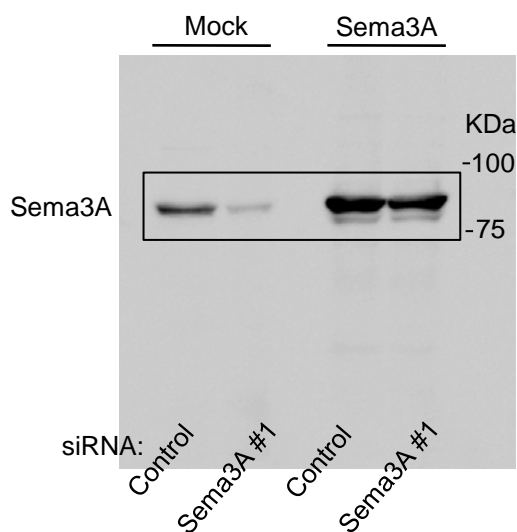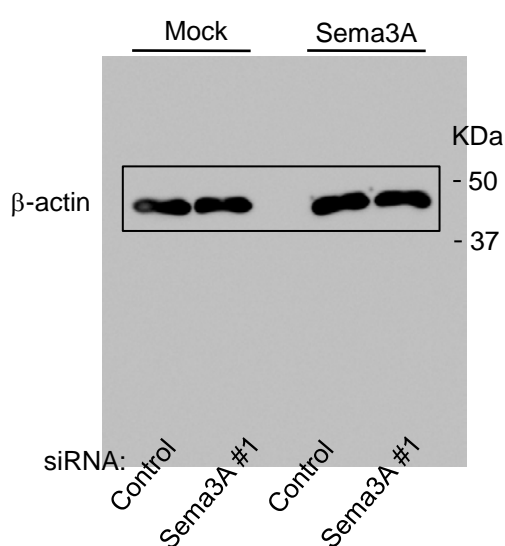

**Supplementary Fig. 7. Full scan images of immunoblots presented in Figure 3.**

**a (Figure 4a)**

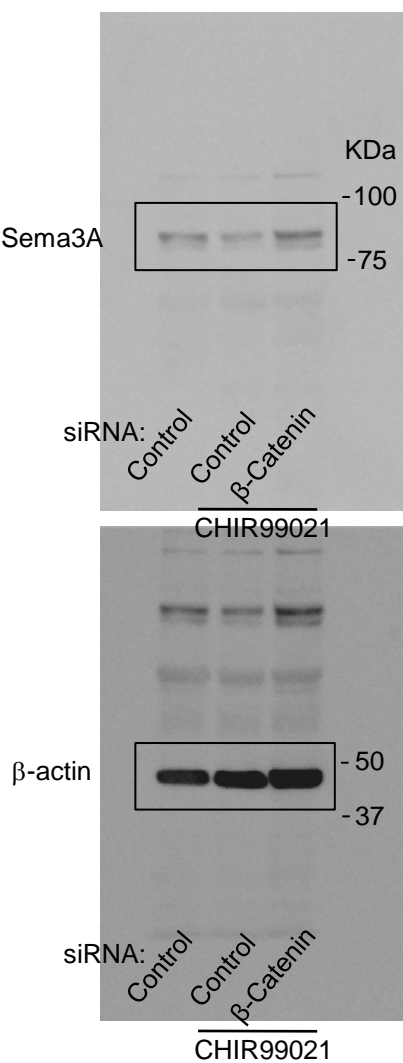

**b (Figure 4d)**

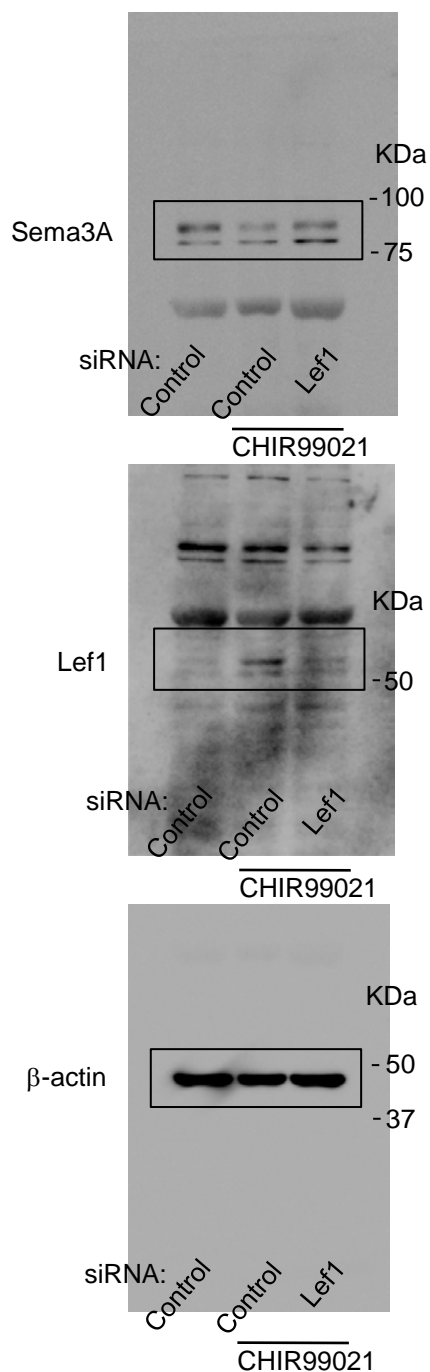

**c (Figure 4e)**

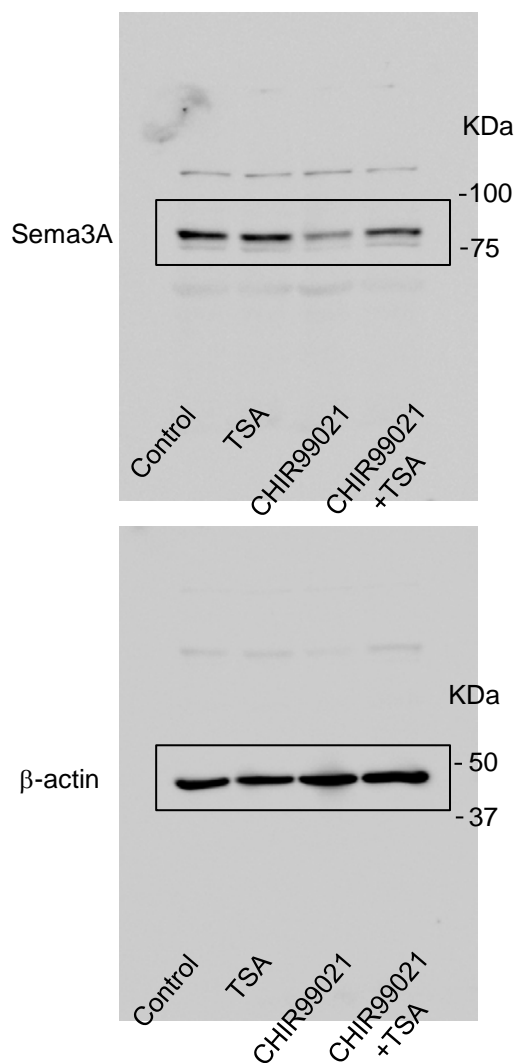

(Figure S3c)

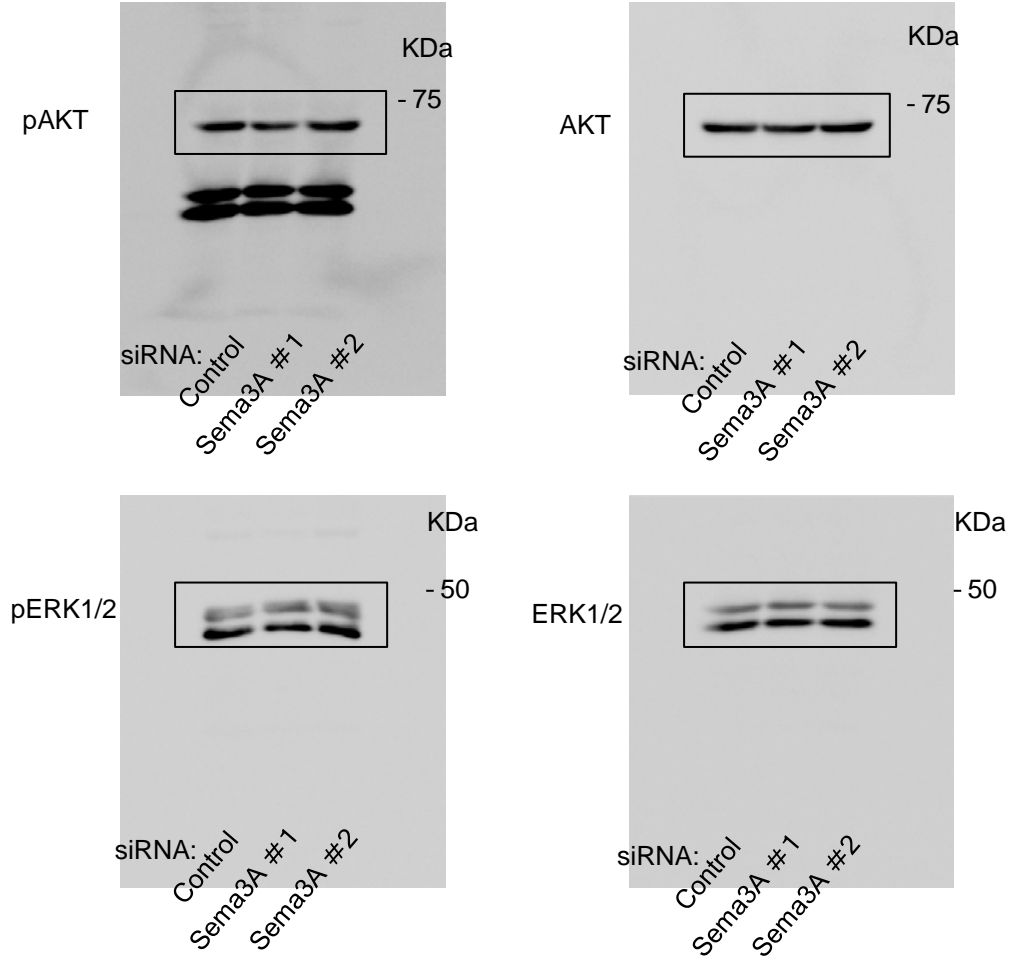

Supplementary Fig. 9. Full scan images of immunoblots presented in Figure S3.

**a (Figure S4a)**

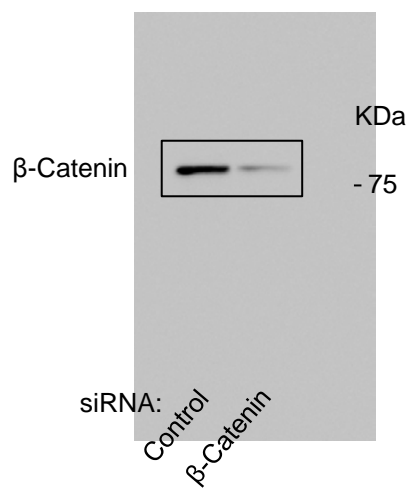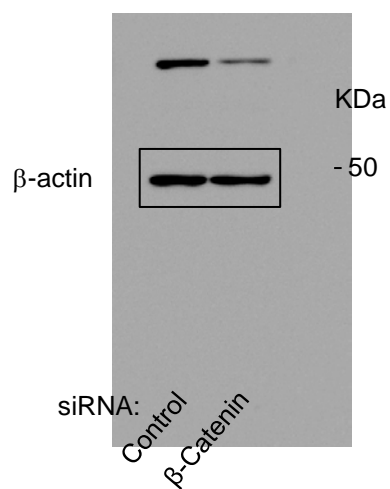

**b (Figure S4b)**

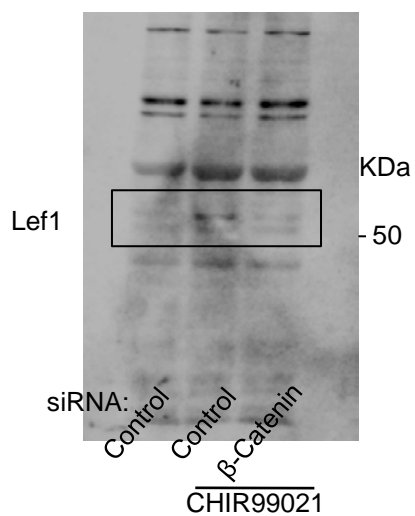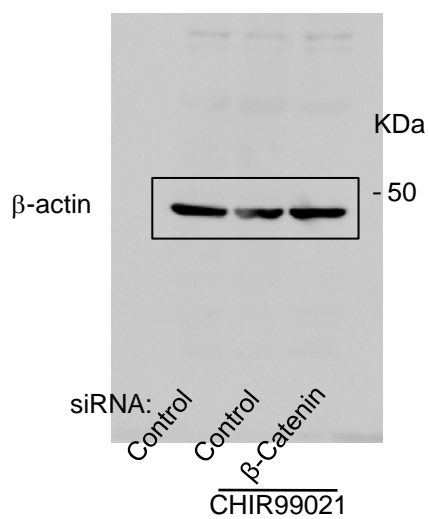

**Supplement:** Supplementary file 1 — Supplementary information

How the deposited data were processed for this re-analysis (not part of the article)

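The data are 1 array of control mDE6 cells and 1 array of mDE6 cells treated with CHIR99021 for 6 h. The authors labelled RNA with Cy3, hybridised it to Agilent arrays and quantified the spots with Feature Extraction 10.7.1.1. The deposited intensity of a spot is its brightness after background subtraction, with no normalization between arrays. The authors also deposited a table of intensity values normalized between the arrays; its columns, once sorted, hold equal values at nearly every position, as after quantile normalization, and the paper's text does not name the method. That table was used as an alternative.

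From these intensities, the log2 value minus the 75th percentile of its array was computed with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3. Control spots and spots marked as outliers were left out, spots of the same probe were averaged, and 28066 probes well above background on at least 1 array were tested. Figures were drawn with matplotlib 3.10.9. The Z-score compared each log2 ratio with the 500 probes nearest in mean signal. Lower probes had a ratio of at most 0.66 and a Z-score of at most -2.0, and higher probes a ratio of at least 1.5 and a Z-score of at least 2.0. There was no statistical test, since each condition has 1 array. The array's accessions matched the gene table of assembly GRCm38.p6 for 19701 of the tested probes, and 937 of these carry another symbol there; the array's own names were kept. Coordinates are those of the files, in mm9.

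The calls were tested on simulated data. The simulated noise was normal, with a spread taken from the local MAD, and held no clumps of on/off spots. With 200 probes changed to a ratio of 0.25, 0.5, 2.0 or 4.0 among 28066, the criteria recovered 94.5%, 79.0%, 70.0% and 92.5% of them, and called 306, 449, 481 and 306 unchanged probes.

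The alternatives were quantile, median, cyclic loess and spike-in scaling, no scaling, normexp background correction with an offset of 50 (limma 3.58.1 in R 4.3.3), the authors' normalized table, other filters on dim probes, a floor on low signals, other Z-scores and other rules for genes with several probes. Alternatives chosen after seeing the data left out uneven spots, the later rows of the arrays, or spots near clumps of on/off spots, or took the percentile over probes well above background on both arrays, since under 50% of the spots were well above background.

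The genes named were fixed by rule: every gene of Table S1, genes the paper names, members of the gene lists, and the 10 highest and 10 lowest ratios among genes that met the criteria and were measured on both arrays. The 9 lists, written before the data were examined, were Wnt feedback genes, BMP targets, YAP targets, cell cycle genes, semaphorins with their receptors, enamel knot genes, dental epithelium genes, dental mesenchyme genes and immediate early genes. Each list's median was set against 10000 random lists matched on mean signal, as a description of these arrays. The clustering with the DAVID database was not repeated here, because that database was not used here.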

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

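The test of where probes changed by more than 4-fold lie on the array was chosen only after the result had been seen.

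The paper reports genes that were lower after CHIR99021. On the same arrays, 659 probes with 624 gene names were higher, of which 415 were measured on both arrays and 244 were not well above background on the control array. A swap of the array labels was argued against by the Wnt feedback genes, whose median log2 ratio was 0.67 on the array labelled CHIR99021. Of the 659 probes, 74.7% lay in the later rows of the array, as did 62.2% of the 415 measured on both, so part of this count may be technical. Among probes printed 10 times, 23 single spots lay more than 1 log2 from their probe's median, and 20 of them, a share of 0.87, were in the later rows, where 50.8% of all spots of these probes lie. That test rests on dim spots: for probes well above background, 1 such spot was found on the control array and 0 on the CHIR99021 array. A response to CHIR99021 as the whole source of the large changes is argued against by the share of 0.929 of probes changed over 4-fold that lie in those rows; this share uses computed ratios, and with limits it was 96.1%. A response of single probes stays open.

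Negative control spots carry no sequence expected in the sample. On the control array 5 of 308 were well above background, and on the CHIR99021 array 5 of 308, with none in common. All lay in the later rows, and the brightest mean signals there were 275 and 415, against medians of 69.2 and 70.4 over all negative control spots. The same share of 0.87 for probes printed 10 times is consistent with added light or uneven spots in these rows, which would be technical. No biological explanation was tested for these spots. What produced the clumps was not tested.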

How the results depend on the processing

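No paired analysis was possible because each condition has 1 array. Values with no replicates were called moved when they changed by more than the spot-to-spot SD of 0.03 log2, and counts when they changed by more than 1.5 times. The alternatives on uneven spots, on the earlier rows alone, on clumps and on the percentile over detected probes were chosen after seeing the data.

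The Sema3a ratio stayed below 1 and the median of the Wnt feedback genes above 0 under each alternative that gave a value. Single genes of Table S1 did change direction. Bmp5 was at least 1.5-fold higher without uneven spots, where another of its probes is used, and Vamp5, at 1.19, became 0.809 with the mean over probes and 0.551 at the probe with the lowest ratio. The ratio criterion alone gave 2717 lower probes, 2396 lower gene names and 2312 higher probes, and the median and MAD gave 1369, 1216 and 1265. The former drops the Z-score criterion, and the latter divides by a spread that large changes do not widen. With no filter on dim probes, 1031 probes were higher. The earlier rows alone, with fewer probes tested (13577), gave 353 lower probes, 317 lower gene names, 260 higher probes and 24 genes of Table S1. Of the 763 lower probes 239 lie in these rows, and 234 of them were among the 353, so more probes of these rows were called when the Z-score was taken within them. With a single mean and SD over all probes, 15 genes of Table S1 met the criteria in place of 46. The Z-score then follows the log2 ratio alone, whatever the signal. It was -0.57 for Bicc1 and -4.4 for Bmp5, against -2.23 and -1.66 with the local SD. On that scale the Sema3a log2 ratio of -1.76 falls just short of -2.0, so Sema3a would not meet the criteria.

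The Sema3a ratio of 0.296 became 0.285 without scaling, 0.309 with spike-in scaling, 0.436 with normexp, 0.346 as the mean over its probes and 0.286 with the percentile over detected probes. Without spots near clumps the highest-signal Sema3a probe is left out, and the other gave 0.403. Neither responding probe lies in the earlier rows, so that alternative gave no value. The offset of normexp shrinks ratios of dim probes.

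The median log2 ratio of the Wnt feedback genes, 0.67, became 0.61 without scaling, 0.73 with spike-in scaling, 0.50 with normexp, 0.55 with probes well above background on both arrays, 0.55 with no filter, 0.64 with a floor, 0.56 at the probe with the lowest ratio, 0.49 in the earlier rows, 0.64 without spots near clumps and 0.62 with the percentile over detected probes. The cause was not tested.

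Signal over background limits 244 of the 763 lower probes to a bound.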

Differences from the paper's values

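The paper's Table S1 gives 0.55 for Vamp5, and the highest-signal probe gave 1.19. Of the alternatives set before the data were examined, the mean over probes (0.809) and the probe with the lowest ratio (0.551) came within 1.5 times of the paper's value, and the others did not. For Zfp568 the paper's ratio is 0.37 and the ratio here 0.957; the probe with the lowest ratio (0.368) alone came within that range. For Zmym2 the paper's ratio is 0.19 and the ratio here 0.786; the probe with the lowest ratio gave a limit of at most 0.214, and no other alternative came within range. For Tgfb1i1 the paper's ratio, under the spelling Tgfbli1, is 0.31 and the ratio here 0.837. The probe with the lowest ratio (0.31) alone came within range. The lowest-ratio probes of Zfp568, Zmym2 and Tgfb1i1 had uneven control spots in the later rows. Their pixel SD over mean signal was 0.27, 0.362 and 0.276, above the limit of 0.26. That of Vamp5 was even (0.121). For Cited2 the paper's table gives 0.65 in the differentiation cluster and 0.34 in the other clusters that list it; the ratio here was 0.361, and no alternative came within 1.5 times of 0.65.

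The paper's Fig. 4b shows Sema3A mRNA at about 0.45 of the control at 6 h, read by eye, by quantitative RT-PCR in other cultures, and the array ratio was 0.296. Quantile normalization (0.300), median scaling (0.303), spike-in scaling (0.309), normexp (0.436), the authors' normalized table (0.300) and the mean over probes (0.346) came within 1.5 times of it. Cyclic loess (0.297), no scaling (0.285), the other filters, the floor and the probe with the lowest ratio (0.296) did not. Leaving out spots near clumps (0.403), chosen after seeing the values, also came within range. Ratios from 0.285 to 0.309 lie at the edge of this range, and the paper's value was read by eye. The sorting of those settings therefore does not show which processing comes closer to the paper.

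Table S1 lists 10 genes that did not meet the criteria here at the highest-signal probe. Vamp5, Zfp568, Zmym2, Tgfb1i1 and Eda2r met them at the probe with the lowest ratio, and Tgfb1i1 also with the mean over probes. Eda2r also met them with normexp, with the floor and with the ratio criterion alone. Bicc1 (0.701) met them with quantile normalization and the authors' normalized table, and Prrx2 (0.697) with the authors' table. Six2 (0.673) met them with quantile normalization, cyclic loess, no scaling, the authors' table and, chosen after seeing the values, the percentile over detected probes. Bmp5 met them with normexp, no filter, one mean and SD and the ratio criterion alone, and, chosen after seeing the values, in the earlier rows alone and without spots near clumps. Scx (0.684) met them under none of the settings run. The paper names a human array for these samples, and the deposited files are from a mouse array.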

Other observations

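The tests of the Table S1 genes, of the Sema3a spots and of the spots beside the lowest ratios were chosen after the results had been seen; those of the gene lists were not.

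Lower Sema3a signal could come from added light on the control array, since both responding probes lie in the affected rows. Both of the 2 probes fell with a pixel SD over mean signal (0.135 and 0.248) below the limit of 0.26 set by the earlier rows. None of the probes lost by more than 4-fold had a control spot as even as the first (0.0%), whereas 21.4% were as even as the second. The median log2 ratio of the 8 spots adjacent to each was 0.12 and -0.12. However, 50.2% of the 608 lost probes had adjacent spots with a median of at least -0.12. The value of the second probe therefore does not exclude added light, and the share at 0.12 was not computed. One adjacent spot of the second probe had a log2 ratio of -1.84, and 6 lost spots lie within 3 rows and columns of the first. Added light and a response to CHIR99021 cannot be told apart for Sema3a from these spots. The evenness of the second spot and the median of its adjacent spots are shared by lost probes. The first spot has lost spots nearby, and its adjacent median was not compared at its own value. From the arrays alone, variation between cultures also stays open, which 1 array per condition does not measure. In other cultures the paper reports significantly lower Sema3A mRNA at 6 h by quantitative RT-PCR, from 3 independent experiments.

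For the 10 genes of Table S1 not well above background after CHIR99021, uneven spots or added light on the control array is a candidate explanation. The median pixel SD over mean signal of their control spots was 0.403, against 0.189 for probes with signals of 60 to 400 measured on both arrays. Of the 7 genes with another probe, 5 had none well above background on the control array. For Bmp5, 1 of these was well above background after CHIR99021 instead. Pdgfd and Eda2r had another that was, and it was also lower. Technical and biological sources cannot be told apart for the other 8 genes, because they have no second probe well above background on the control array. For Pdgfd the second spot, and for Eda2r the highest-signal spot, was even (0.185 and 0.19) and in the earlier rows. The Eda2r probe nearest the paper's ratio (computed ratio 0.0581) was at an uneven spot (0.345) in the later rows.

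In the array data at 6 h, Lef1 rose 3.00-fold (2.48 to 3.12 over the 9 scalings run), Axin2 was at least 1.66-fold higher at a probe not well above background in control cells (a ratio of 1.41 with normexp), and Nkd1 at least 25.8-fold, also as a limit, at an uneven spot (pixel SD over mean signal 0.401 on the CHIR99021 array). The ratio of Ccnd1 was 1.18 (1.14 to 1.23) and that of Mki67 0.856 (0.825 to 0.893). Of 17 tested Wnt feedback genes, 14 were higher, and the list's median (0.67, or 0.64 with limits in place of ratios) lay at the 100th percentile of the random lists. Bmp4, which Table S1 also holds, was lower at 0.639.

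Gapdh, the reference gene of the paper's quantitative RT-PCR, had a ratio of 1.12 at the highest-signal probe (1.07 to 1.17 over the 9 scalings), and its other probes ranged up to 1.43. Actb was at 0.905 (0.869 to 0.944). At the highest-signal probe, Sema4b was the only tested semaphorin or receptor other than Sema3a to meet both the ratio and the Z-score criteria, with a ratio of 4.12 at an uneven spot (0.459 on the CHIR99021 array). At another probe, Sema5a (1.87) and Sema6c (0.419) also met both. The median of the semaphorin and receptor list was -0.02, at percentile 28.1.

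Hypothesis: lower YAP/TEAD activity after CHIR99021. Ctgf, Cyr61 and Crim1, all in Table S1, are also in the YAP target list. Without these 3 the median log2 ratio was -0.23, at percentile 0.12 of the random lists, which is consistent with the hypothesis in these arrays only. The list was not uniform: Tgfb2 and Fjx1 were higher at 1.94 and 2.08. Among the 9 lists, dental mesenchyme genes also lay low at percentile 0.36, or 1.06 without Six2 and Prrx2 of Table S1, so a low percentile is not specific to YAP targets.

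Hypothesis: lower BMP signalling. The median of the BMP target list was -0.31 at percentile 0.34, but Atoh8, Id2 and Id3 are in Table S1, and without them it was -0.11 at percentile 15.2. Those genes are in Table S1 because they fell, so leaving them out moves the median towards no change, and the hypothesis stays open. Hypothesis: lower proliferation already at 6 h. The cell cycle list had a median of 0.06 at percentile 47.1, with 17 of 29 genes higher; members going both ways leave it undecided. Enamel knot genes had a median of 0.21 at percentile 94.4, dental epithelium genes 0.00 (0.08 with limits) at percentile 54.0 and immediate early genes 0.21 at percentile 97.1. Only 9 of 20 dental epithelium genes were tested, against 18 of 20 dental mesenchyme genes. Cdh1, Epcam and Krt8 were not well above background on either array. In control cells the highest-signal probe read 2310 for Trp63, 123000 for Col1a1, 271000 for Col1a2 and 52300 for Vim. These signals alone do not settle the identity of the cells.

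Among genes measured on both arrays, Fbxo32 had the lowest ratio (0.0893), then Ubald2 (0.0945). Klhl24 (0.151) and Mxd4 (0.169) were also among the 10 lowest. Their control spots had a pixel SD over mean signal of 0.139, 0.0403, 0.235 and 0.117, below the limit of 0.26, whereas the other 6 of the 10 were above it. Fbxo32 lies beside a spot of that group (0.44, ratio 0.141) and near a clump of on/off spots, with a median log2 ratio of -0.05 over its 8 adjacent spots. Its own spot was even, but its position is among affected spots. Ubald2, Klhl24 and Mxd4 do not lie near such a clump. Ubald2 (row 219) and Mxd4 (row 283) are in the later rows, with 2 and 1 lost spots within 3 rows and columns. Klhl24 (row 185) is in the earlier rows, with 0 such spots. The highest ratio was that of Tmem233 (10.8), at an uneven spot (0.438 on the CHIR99021 array) in the later rows. The paper does not report these genes.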
